# Glutamine Synthetase Is a Genetic Determinant of Cell Type–Specific Glutamine Independence in Breast Epithelia

**DOI:** 10.1371/journal.pgen.1002229

**Published:** 2011-08-11

**Authors:** Hsiu-Ni Kung, Jeffrey R. Marks, Jen-Tsan Chi

## Abstract

Although significant variations in the metabolic profiles exist among different cells, little is understood in terms of genetic regulations of such cell type–specific metabolic phenotypes and nutrient requirements. While many cancer cells depend on exogenous glutamine for survival to justify the therapeutic targeting of glutamine metabolism, the mechanisms of glutamine dependence and likely response and resistance of such glutamine-targeting strategies among cancers are largely unknown. In this study, we have found a systematic variation in the glutamine dependence among breast tumor subtypes associated with mammary differentiation: basal- but not luminal-type breast cells are more glutamine-dependent and may be susceptible to glutamine-targeting therapeutics. Glutamine independence of luminal-type cells is associated mechanistically with lineage-specific expression of glutamine synthetase (GS). Luminal cells can also rescue basal cells in co-culture without glutamine, indicating a potential for glutamine symbiosis within breast ducts. The luminal-specific expression of GS is directly induced by *GATA3* and represses glutaminase expression. Such distinct glutamine dependency and metabolic symbiosis is coupled with the acquisition of the GS and glutamine independence during the mammary differentiation program. Understanding the genetic circuitry governing distinct metabolic patterns is relevant to many symbiotic relationships among different cells and organisms. In addition, the ability of GS to predict patterns of glutamine metabolism and dependency among tumors is also crucial in the rational design and application of glutamine and other metabolic pathway targeted therapies.

## Author Summary

Different types of cells have distinct ways of utilizing nutrients and generating energy, thus resulting in distinct nutrient needs. Such cell type–specific metabolic differences are associated with many biological processes and force the symbiosis between different cells and organisms. For example, glutamine symbiosis is a well-recognized phenomenon due to different glutamine synthesis ability. In human cancers, glutamine is also recognized as an important and essential nutrient, termed glutamine addiction. But very little is known about how glutamine addiction varies among different tumors of diverse cellular origins, which hinders personalized therapeutic strategies. Here, we found that basal-type breast cancer cells were sensitive to glutamine deprivation while luminal-type breast cancer cells were not. Luminal cell–specific glutamine independence results from expression of glutamine synthetase conferring the ability to synthesize glutamine. Glutamine synthetase also represses glutaminase and contributes to the maintenance of the polarized expression of glutamine synthetase and glutaminase among breast cancer cells. Collectively, these data illustrate cross-talk between mammary differentiation programs and unique nutrient requirements, which may offer novel therapeutics for basal-type breast cancers.

## Introduction

There are a large number of differentiated cell types in the human body. Even among the cells collectively known as fibroblasts [1], endothelial [2] and smooth muscle cells [3], gene expression analysis has identified an unexpected level of positional memory and topographic differentiation. Such functional specialization contributes to the phenotypic variations of many human diseases, including cancer. For example, gene expression analysis of breast cancers has identified five intrinsic subtypes (luminal A, luminal B, basal, HER2+, and normal-like) with unique clinical and histological properties [4], [5]. The classification nomenclature is based on the putative progenitor cell(s) for breast carcinogenesis with properties consistent with derivation from the basal and luminal epithelia arrested at specific differentiation stages or from different mature epithelial cells [4]–[7]. Importantly, these subtype-specific gene expression and phenotypic variations are also observed in many breast cancer cell lines with similar molecular phenotypes [8]–[11]. A number of studies have isolated the different populations of primary epithelial cells to investigate their relevant cellular origins and metabolic features for different breast cancer types [7], [12], [13]. Although the cellular origin of luminal and basal-like breast tumor has not been resolved [14], [15], cell lineage still appears to confer an important source of patterned heterogeneity to the disease.

Although gene expression analysis has yielded important insights into the cellular differentiation and various properties associated with tumors from different cell types, very little is known about the corresponding metabolic phenotypes and nutrient requirements. The processes of oncogenic transformation place energy demands on cancer cells to support proliferation, expansion, and invasion. Dysregulated tumor metabolism is a critical part of oncogenesis and may be targeted for therapeutic benefits [16], [17]. One prominent example of dysregulated tumor metabolism is “aerobic glycolysis” as recognized by Otto Warburg [18]. Most normal mammalian cells shift to glycolysis for energy generation when oxygen is inadequate for effective oxidative phosphorylation under hypoxia. But tumor cells tend to favor glycolysis even with the availability of oxygen, hence termed “aerobic glycolysis” [19]. Such preferential use of glycolysis leads to vigorous glucose uptake and explains the ability of the tracer glucose analog Fluorine-18 (F-18) FDG to image human cancers in FDG-PET. Such understanding of altered metabolism and nutrient requirement in cancer cells may allow us to exploit these differences for diagnostic and therapeutic benefits.

Another aspect of dysregulated tumor metabolism is manifested as altered requirements for amino acids. For example, patients with acute lymphocytic leukemia (ALL) benefit from asparaginase treatment as the leukemic cells require large amounts of exogenous asparagine due to a deficiency in this metabolic pathway [20]. Recently, evidence is also accumulating for the essential role of glutamine for cancer cells as a building block for protein synthesis, to supply cellular ATP, as a metabolic intermediate for nucleotide synthesis, and for its anti-oxidative capacity [21], [22]. Such glutamine dependence or addiction is reflected in the growth restriction and cell death in glutamine limiting conditions. The glutamine addiction is also critical for c-myc-mediated oncogenesis [23]–[25], linked with glucose requirement [26], and proposed as an attractive target for therapeutic intervention [22], [27].

The catabolism of glutamine is initiated by glutaminolysis mediated by two different subtypes of mitochondrial glutaminase (kidney or liver-type encoded by *GLS* or *GLS2* respectively) to become glutamate [28]. The intracellular pool of glutamate is a versatile metabolic intermediate that connects with a wide variety of distinct biological processes including synthesis of the anti-oxidant glutathione, amino acid catabolism through transamination, and conversion to α-ketoglutarate as a substrate for the TCA cycle. This process of glutaminolysis by glutaminases has been shown to mediate signaling events [29], to be coupled with c-myc oncogenesis [25], and proposed as a critical step in targeting glutamine metabolism [24], [27]. In some cell types, glutamine can be generated from intracellular glutamate through glutamine synthetase (GS, encoded by *GLUL*, glutamate-ammonia ligase) catalyzing the reverse reaction of the glutaminases. This process is important for removal of ammonia or glutamate depending on the cellular context [30]. While glutaminase is known as an important regulator of glutamine requirement, few studies have focused on glutamine synthetase as a potential determinant of glutamine requirement. Although normal glutamine metabolism is well understood, the genetic parameters and mechanisms of variation in this key nutrient pathway among tumors are largely unknown.

Deprivation of glutamine and other amino acids triggers a canonical amino acid response (AAR) in most mammalian cells that is measurable by gene expression changes [31]. The free and uncharged t-RNA associated with glutamine deprivation activates a serine/threonine-protein kinase *GCN2* which phosphorylates eIF2α and inhibits cap-dependent translation [32]. While reducing the global translation rate, eIF2α phosphorylation also preferentially increases the translation of ATF4 and other mRNAs [31]. The increased level of ATF4 protein triggers the AAR gene expression program characterized by the induction of *XBP1* and *DDIT3* as an adaptive response to amino acid deprivation. The importance of the AAR is demonstrated by the fact that deficiency of ATF4 compromises the AAR and renders cells susceptible to amino acid deprivation and oxidative stresses [33].

Through the analysis of how different breast cancer cells respond to glutamine deprivation, we have found a dramatic difference in the glutamine requirement among different breast cancer cells which tracks with the luminal versus basal type. These metabolic differences can be explained by cell-type specific expression of glutamine-metabolizing genes and enzymes likely acting in concert with cell type specific oncogenic programs. Therefore, we have provided a series of fundamental building blocks to understand how differentiation is coupled with distinct glutamine utilization in normal and neoplastic breast epithelia. Such an understanding will be relevant to both the mechanistic understanding of metabolic phenotypes and present insights into how best to select subsets of breast cancer patients most likely to benefit from glutamine-targeting therapies.

## Results

### Breast cancer cells exhibit subtype-specific phenotype of glutamine dependence

Many cancer cells require glutamine for survival and proliferation and thus exhibit a phenotype of “glutamine dependence” or “addiction” [22]. To determine whether such phenotypes could be also found in breast cancer cells, we tested how glutamine deprivation affected seven different breast cancer cell lines. Consistent with the idea of glutamine dependence, three cell lines (BT20, MDAMB231, and MDAMB157) had significantly reduced growth (MTT assay, Figure 1A) and prominent cell death (trypan blue exclusion assay, Figure 1B) upon glutamine deprivation for 48 h. Unexpectedly, glutamine deprivation had only modest effects on the growth and viability (Figure 1A, 1B) of the other four cell lines (T47D, BT474, MCF7, and MDAMB361) indicating relative glutamine independence. When we examined the properties associated with the distinct need for glutamine, we found the cell lines that exhibit glutamine dependence are all of the basal-type whereas the four lines that are more glutamine independent are luminal-type cells (Figure 1A, 1B) [34].

**Figure 1:**
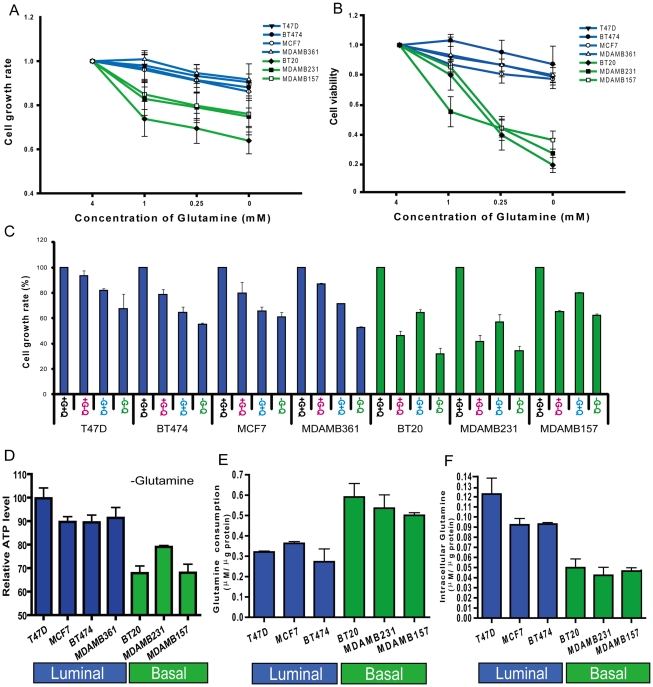
Glutamine addiction phenotypes among different breast cancer cell lines. (A, B) The normalized cell growth (MTT assay) (A) and viability (trypan blue exclusion assay) (B) of seven indicated breast cancer cell lines (luminal-type: blue, basal-type: green) at different glutamine concentrations. (C) The normalized cell growth of the seven indicated cell lines under control (+G+Q), glutamine deficient (+G-Q), glucose deficient (-G+Q) and glucose/glutamine deficient condition (-G-Q). (D) The percentage of reduction in normalized cellular ATP of the indicated cell lines when cultured in glutamine deficient media for the indicated breast cancer cell lines. (E, F) The glutamine consumption (E) and the intracellular glutamine concentration (F) of the indicated breast cancer cell lines grown in regular media.

As glucose and glutamine are two important energy sources for cancer cells we compared how deprivation of glutamine and glucose affected the growth of these breast cell lines. In the three basal-type cell lines, glutamine depletion had a stronger effect on cell growth than glucose depletion (Figure 1C). In contrast, glucose depletion had a more dramatic influence on cell growth than glutamine depletion in the four luminal cell lines (Figure 1C). These results suggested that there is a consistent variation in glutamine phenotype associated with cell lineage in breast cancers.

One important function of glutamine is to serve as an energy source in generating cellular ATP. To determine the relative importance of glutamine to ATP generation in the breast cancer cell lines, we measured ATP in cells grown in media containing either normal levels of glutamine (4mM) or no glutamine for 12 hours. Glutamine deprivation led to a much more significant reduction in ATP generation in the basal-type cells than the luminal-type breast cancer cell lines (Figure 1D). These results further support the concept that glutamine is a more important energy source in basal than luminal breast cell lines.

To further analyze glutamine metabolism among different cell types, we measured the consumption of glutamine in the medium and intracellular glutamine levels. When compared with luminal-type cells, the basal cell lines had significantly higher levels of glutamine consumption (Figure 1E) and lower intracellular glutamine concentrations (Figure 1F). Collectively, these data strongly support the concept of distinct glutamine metabolism and varying dependence for external glutamine between basal and luminal type breast cancer cells.

### Differential expression of glutamine-metabolizing enzymes in the basal and luminal breast cancer cell lines

We hypothesized that such distinct glutamine dependence among basal and luminal breast cancer cell lines may be caused by variable expression of key enzymes involved in glutamine metabolism. Glutamine synthetase (GS encoded by *GLUL* – glutamate-ammonia ligase) and glutaminase (*GLS* – kidney form or *GLS2* – liver form) mediate the opposite reaction in the reversible conversion between glutamate and glutamine. GS mediates the capture of an ammonia group by glutamate to synthesize glutamine, while glutaminase catalyzes the breakdown of glutamine to glutamate. We first examined the RNA expression of these genes in a microarray expression set [34] and found that the expression of *GLUL* (GS) was significantly higher in the luminal cell lines. In contrast, the expression of *GLS* (glutaminase, kidney) was higher in the basal lines. While lacking *GLS* expression, the luminal breast cell lines have a higher level of *GLS2* (Figure 2A). We confirmed this cell-type specific differential mRNA expression of *GLUL*, *GLS* and *GLS2* with real-time PCR (Figure 2B, 2C, and 2D). Differential expression was also found at the protein level as shown by the western blots for *GLUL* (GS) and *GLS2* (in luminal cells) and *GLS* (in basal cells) (Figure 2E).

**Figure 2:**
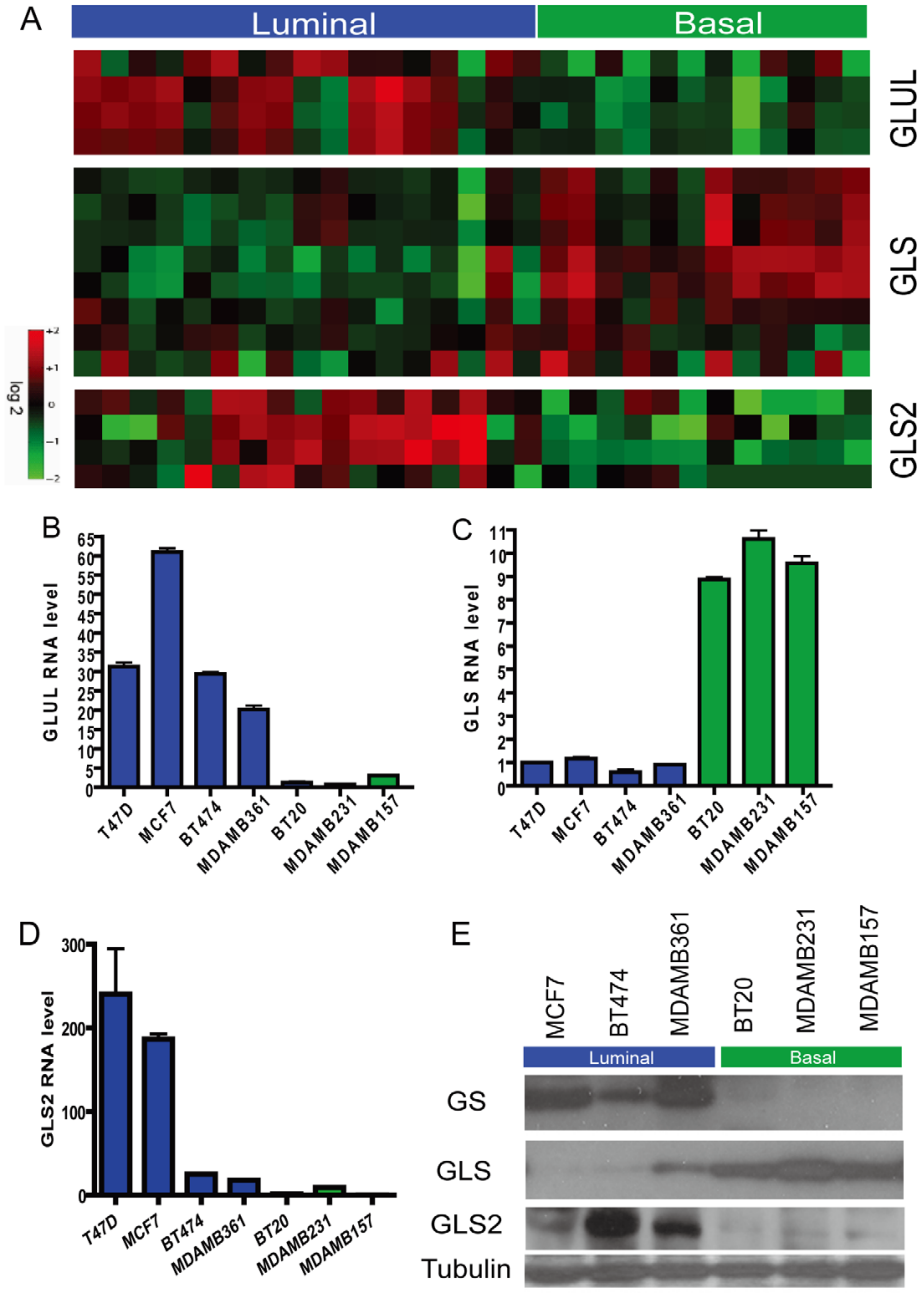
Differential expression of genes encoding glutamine-metabolizing enzymes in the basal and luminal breast cancer cell lines. (A) The heatmap showing the expression levels of probesets for *GLUL, GLS* and *GLS2* in the microarray data of indicated breast cancer cell lines known to be of luminal (blue) and basal (green) type. (B, C, D) The levels of mRNA expression of *GLUL* (B), *GLS* (C) and *GLS2* (D) of the indicated luminal and breast cell lines determined with real-time PCR. (E) The levels of protein products of *GLUL, GLS,* and *GLS2* in the indicated luminal and basal breast cell lines determined by Western blots.

### Differential expression of glutamine-metabolizing enzymes in primary human breast cancers

We next examined whether the expression patterns of *GLUL, GLS* and *GLS2* found in luminal and basal cell lines were also reflected in the respective subtypes of primary human breast cancers. In a breast tumor expression dataset [35], we found significantly different expression levels of *GLUL*, *GLS* and *GLS2* in the corresponding luminal (luminal A and B) and basal-types of breast tumors (Figure 3A). We also examined the expression levels of these three genes in the same dataset within the 5 intrinsic subtypes [35] and found significantly different expression between the luminal A and basal tumors (Figure S1). This concordance indicates the differential expression of *GLUL*, *GLS* and *GLS2* in the luminal and basal-type cancer cell lines reflects similar systematic differences in primary breast tumors.

**Figure 3:**
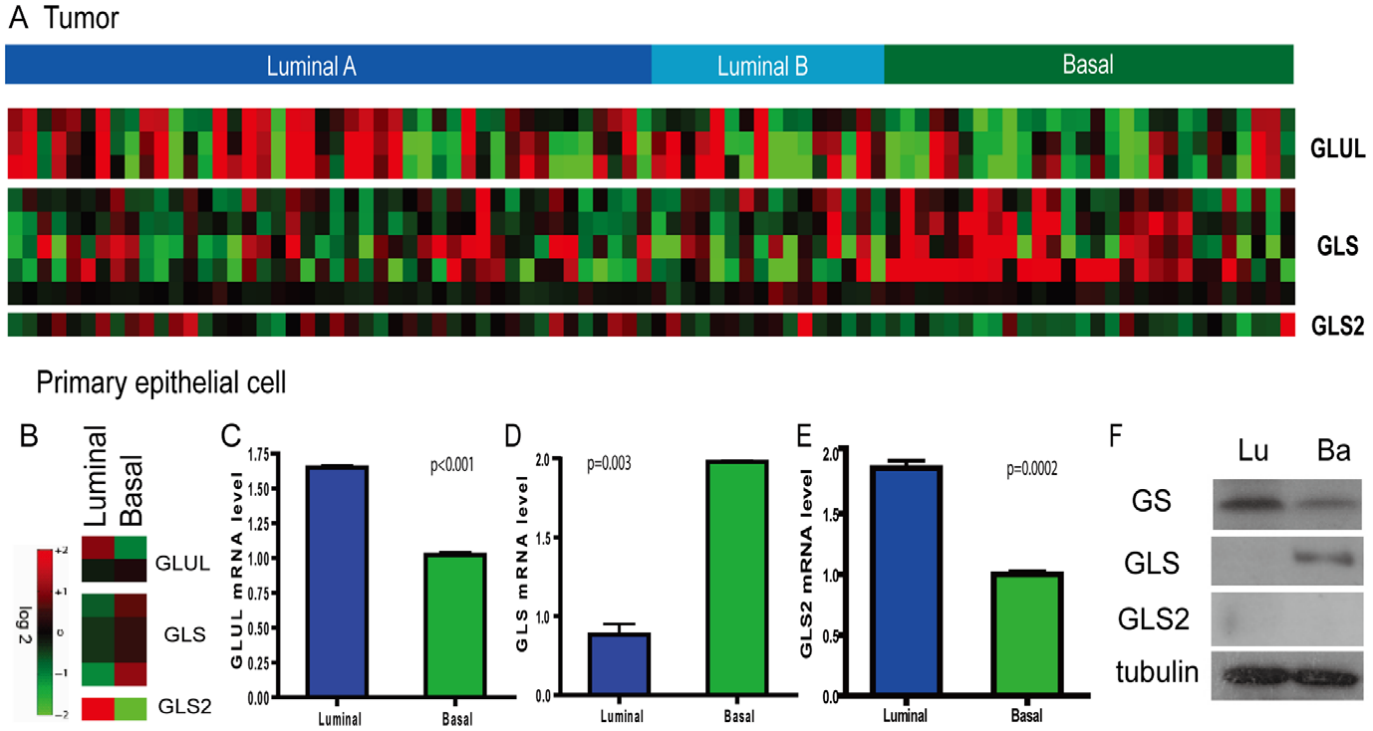
Persistent differential expression of genes encoding glutamine-metabolizing enzymes in the basal and luminal breast tumors and primary epithelial cells. (A) The average expression levels were shown for the, *GLS* and *GLS*2 in the luminal and basal breast tumors. (B) The heatmap showing the expression levels of probesets for *GLUL*, *GLS* and *GLS2* in the basal and luminal epithelial cells. (C, D, E) The expression levels determined by real-time PCR were shown for the *GLUL* (C), *GLS* (D), and GLS2 (E) in the primary luminal and basal breast epithelial cells. (F) The levels of protein products of *GLUL* and *GLS* in the basal and luminal breast epithelial cells by Western blots.

### Lineage-specific expression of glutamine-metabolizing enzymes in primary breast epithelia

To determine whether differential expression of genes driving glutamine metabolism is an intrinsic cell-lineage phenomenon in the breast, we examined their expression levels in normal non-transformed basal and luminal epithelial cells. Primary luminal and basal breast epithelial cells were separated based on surface expression of EPCAM (TACSTD1) from reduction mammoplasty specimens and gene expression levels were determined by microarray analysis [12]. Analysis of isogenic basal and luminal epithelial cells showed that the mRNA levels of *GLUL, GLS* and *GLS2* exhibited similar cell-type specific expression in normal breast cells (Figure 3B). These findings were also confirmed by real-time PCR (Figure 3C–3E). In addition, expression of the GLUL (GS) and GLS proteins showed corresponding luminal and basal-specific expression patterns (Figure 3F). The level of GLS2 protein was below detection levels in both primary epithelial cells (Figure 3F). These results suggest that differential expression of glutamine metabolizing enzymes in cancers may be ascribed to systematic differences in cell lineage observed in normal basal and luminal epithelial cells.

### Luminal-specific GLUL expression as a determinant of glutamine independence

Given the well-recognized glutamine dependency of many cancer cells, we investigated the roles of *GLUL* and *GLS2* in the relative glutamine *independence* of the luminal-type cells. We first treated cells with a GS inhibitor (L-MS [36]) for 48 h and measured cell viability under glutamine deprivation. We found that L-MS reduced the survival of the luminal cell lines but had no statistically significant effect over glutamine starvation on all three tested basal cell lines (Figure 4A) indicating that GS is involved in the glutamine independence of the luminal cells.

**Figure 4:**
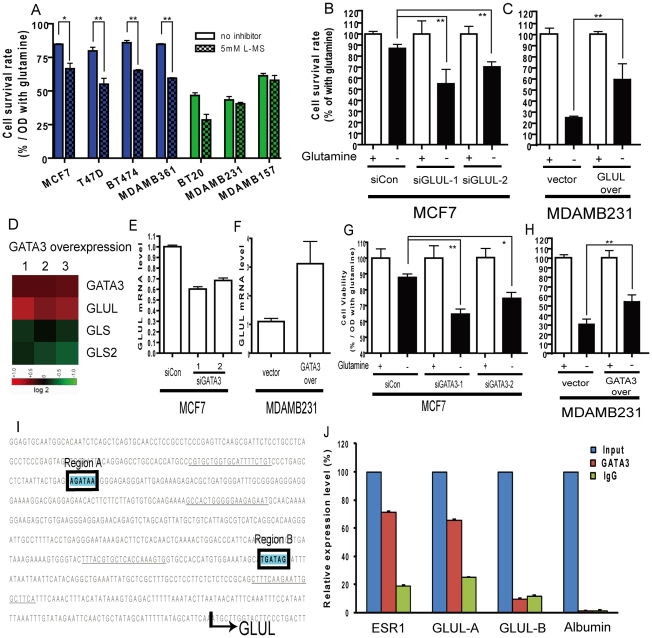
Contribution of luminal expression of GLUL and GATA3 to the glutamine-independence phenotype. (A) The normalized cell survival of breast cancer cell lines (luminal-type: blue, basal-type: green) with or without treatment with GS inhibitor, L-MS, in the absence of glutamine. (B) The degree of cellular survival under glutamine deprivation for MCF7 (luminal cell) treated with either control or two siRNAs targeting *GLUL*. (C) The degree of cellular survival under glutamine deprivation for MDAMB231 (basal cell) transfected with either control vector or *GLUL* overexpression construct. (D) The changes of *GLUL*, *GLS* and *GLS2* in the mouse mammary epithelia cells transfected with GATA3 from array analysis derived from an independent study [38]. (E) The levels of *GLUL* in MCF7 cells treated with either control or siRNA targeting GATA3. (F) The levels of *GLUL* in the MDAMB231 cells transfected with either control vectors or GATA3 expression constructs. (G) The relative survival under glutamine deprivation of MCF7 cells treated with control or two independent siRNAs targeting GATA3. (H) The cell survival rates shown in MDAMB231 cells with overexpression of control vector or GATA3 under glutamine deprivation. (I) The promoter regions of the *GLUL* with two potential binding sites of GATA3 are shown. (The sequences underlined indicate primer locations.) (J) The enrichment of different promoter regions of GLUL, ER (positive control) and albumin (negative control) which have been immunoprecipitated with GATA3 and control IgG antibodies. (All statistical comparisons: *p<0.05, **p<0.01)

Next, we performed genetic experiments to examine the role of specific genes in the glutamine phenotype. Silencing of *GLUL* (encoding GS) in the luminal MCF7 line significantly reduced the RNA and protein expression of GS (Figure S2A and S2B) and led to a significant reduction in glutamine independence (Figure 4B). In contrast, similar silencing of *GLS2* did not affect survival under glutamine deprivation (Figure S3). In addition, the ectopic overexpression of *GLUL* (verified in Figure S4A, S4B) in the basal MDAMB231 cells conferred partial glutamine independence by significantly increasing the cell survival under glutamine deprivation (Figure 4C). Taken together, these data suggest that GS expression significantly contributes to the differential glutamine phenotypes observed in breast cancer cell lines.

### GATA3 regulates the luminal-specific expression of GS and glutamine independence

We next investigated potential regulatory mechanisms for the subtype-specific expression of glutamine metabolizing enzymes. During the differentiation of luminal epithelial cells, *GATA3* is an important master regulatory transcription factor [37], [38]. The expression of GATA3 in luminal and basal cells is systematically different as previously noted [11], [39]. Using real-time PCR, we also demonstrated the cell-type specific expression of GATA3 mRNA in MCF7 (luminal) and MDAMB231 (basal) cells (Figure S5A). Re-analysis of microarray data of the overexpression of *GATA3* in mouse breast epithelial cells [38] shows induction of *GLUL* and repression of *GLS* and *GLS2* (Figure 4D). These data suggested a role for the lineage factor *GATA3* in regulating the luminal and basal-specific expression of *GLUL* and *GLS*.

We directly tested the role of *GATA3* in regulating the glutamine phenotype in breast cancer cell lines. The mRNA and protein levels of GATA3 could be effectively reduced by gene silencing through siRNAs (Figure S5B, S5C). Silencing of *GATA3* in MCF7 cells led to significant reduction in *GLUL* at both the RNA and protein levels (Figure 4E, Figure S5C). Conversely, overexpression of *GATA3* in the basal MDAMB231 line (Figure S5D) led to a significant upregulation of *GLUL* (Figure 4F, Figure S5E). Furthermore, the silencing of *GATA3* in MCF7 cells reduced the survival under glutamine deprivation (Figure 4G, Figure S3), and overexpression of *GATA3* in MDAMB231 cells increased the resistance to glutamine deprivation (Figure 4H), consistent with a direct role for *GATA3* mediated *GLUL* expression in the glutamine independence of luminal breast cells. In addition, the glutamine independence caused by *GLUL* (Figure S6A) or *GATA3* (Figure S6B) overexpression in MDAMB231 cells was also abolished with treatment of L-MS (GS inhibitor), indicating of the importance of the catalytic activities of GS.

### GATA3 directly binds to the promoter of *GLUL*

Given the ability of *GATA3* to increase the expression of *GLUL*, we examined the promoter region of *GLUL* and found two potential *GATA3* binding sites at −524 to −518 bp (region A) and −200 to −194 bp (region B) upstream of the transcriptional start site (Figure 4I). We used chromatin immunoprecipitation (ChIP) to test whether *GLUL* may be a direct downstream target of *GATA3* transactivation. Consistent with previous data [40], the promoters of *ESR1* (estrogen receptor alpha), but not albumin, were enriched in the *GATA3* ChIP samples. Of the two putative *GATA3* binding sites in the *GLUL* promoter, the distal region A but not the more promoter proximal region B, was significantly enriched in the *GATA3* ChIP samples (Figure 4J) indicating that *GATA3* protein can directly bind to a regulatory region of *GLUL* suggesting that this gene is a target of the luminal transcription factor and further serving to explain the lineage specific requirement for glutamine.

### Cell type–specific transcriptional responses to glutamine deprivation

The deprivation of amino acids in mammalian cells leads to the stabilization of the *ATF4* (activating transcription factor 4) protein and resulting induction of a canonical gene expression program known as the amino acid response (AAR) [41]. The response includes the induction of *XBP1* (X-box binding protein 1) and *DDIT3* (DNA-damage-inducible transcript 3) which are essential for survival under amino acid deprivation [41]. Given the distinct growth and survival response of luminal and basal breast cells to glutamine deprivation, we used microarrays to compare their transcriptional responses on a global scale. Triplicate plates of MCF7 and MDAMB231 cells were cultured under both control (4 mM glutamine/Q4) and glutamine-depleted (no glutamine/Q0) conditions for 24 hours. RNA from each plate was interrogated with Affymetrix GeneChip U133-A2 arrays (results deposited in Gene Expression Omnibus (GSE26370)). 

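Each of the 4 groups, MCF7 and MDAMB231 in Q4 or Q0, was represented by 3 arrays, 1 per plate. MCF7 is an estrogen receptor-positive luminal line and MDAMB231 an estrogen receptor-negative basal line. The values analysed were the authors' RMA values on the log2 scale, which ran from 2.45 to 14.27, with array medians between 6.32 and 6.34. After 62 control probe sets were left out, 22215 probe sets were tested, of which 19064 carried the name of 1 gene, 1043 those of several genes and 2108 none, and 11963 genes were represented. The change with glutamine deprivation was estimated in each line, as was the difference between the lines' responses (the interaction), with limma and p-values adjusted by Benjamini-Hochberg. The ratio of 3' to 5' signal, a sign of RNA integrity, was on the log2 scale 1.02 ± 0.17 in Q4 and 0.99 ± 0.14 in Q0 for ACTB in MCF7, and 0.35 ± 0.07 and 0.47 ± 0.07 in MDAMB231 (mean ± SD, n = 3). For GAPDH it was -0.06 ± 0.02 and -0.04 ± 0.01 in MCF7, and -0.09 ± 0.04 and -0.04 ± 0.02 in MDAMB231, where each Q0 array lay above every Q4 array, so that this sign of RNA integrity differed between the conditions compared in that line. The array of MCF7 Q0 replicate 1 lay apart from its group, with 112 genes at least 2-fold away from the mean of the other MCF7 Q0 arrays (79 higher, 33 lower). Its correlation over all probe sets was 0.993 with each of these arrays, which correlated with each other at 0.998. Counts are therefore also given without this array, as decided after the values had been seen.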

Gene expression profiles of the 12 arrays were normalized by RMA and the transcriptional changes of glutamine deprivation in both cell types were derived by zero-transformation against the average expression levels of the control samples as performed previously [42]–[44]. 

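After zero-transformation, 180, 167 and 205 probe sets lay at least 2-fold from the controls on the MDAMB231 Q0 arrays, and 63 (replicate 1), 25 and 24 on the MCF7 Q0 arrays. In total, 189 probe sets lay at least 2-fold from the mean of the control arrays of their line in at least 2 arrays. Of these, 172 did so in at least 2 MDAMB231 arrays, 124 above and 48 below the controls, and 130 in all 3. Only 17 did so in at least 2 MCF7 arrays, 1 of them in both lines, and 1 further probe set was counted from a single array of each line. By array, the number of selected probe sets beyond 2-fold was 167, 151 and 157 in MDAMB231, and 8, 14 and 17 in MCF7. ATF3, XBP1, DDIT3 and TXNIP, which respond to amino acid or nutrient stress, were all among the genes selected. Of the 189 probe sets, 168 also passed the limma test in MDAMB231, and 2 were control probe sets. Among settings chosen after the values were seen, 339 probe sets were selected when 1 array was enough, 332 with a 1.8-fold, 466 with a 1.7-fold, 647 with a 1.6-fold and 1010 with a 1.5-fold change, and 2007 against the mean of all 6 control arrays. That mean covers both lines, so that the last count includes probe sets that differ between the lines in Q4.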

Probes sets showing at least two fold changes in at least two samples (n = 405) were selected and arranged by hierarchical clustering according to similarities in expression patterns (Figure 5A). This analysis showed that glutamine deprivation induced a strong gene expression response in MDAMB231 (MB231) but less so in MCF7 cells (Figure 5A). 

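Glutamine deprivation changed 4519 probe sets in MDAMB231, 20.3% of those tested, and 54 in MCF7, 0.243% (limma, adjusted p under 0.05). In MDAMB231, 2329 probe sets rose and 2190 fell, 163 of them at least 2-fold, whereas in MCF7 19 rose and 35 fell, 1 of them at least 2-fold (21 without MCF7 Q0 replicate 1, 2 without MCF7 Q4 replicate 2 and 0 without MCF7 Q0 replicate 3). The 3' to 5' ratio of GAPDH also separated these MDAMB231 groups. The response itself differed between the lines for 2444 probe sets. The largest rises in MDAMB231 included ALOX5AP, needed for leukotriene synthesis (log2 change 3.76, SE 0.11, adjusted p = 1.29e-09), CCND2, a cyclin of G1 phase (3.62, SE 0.13, 1.1e-08, with 1 of 2 other probe sets not called) and CTH, which makes cysteine (2.91, SE 0.13, 4.95e-08). The largest falls were those of IL11, a cytokine (log2 change -2.09, SE 0.09, adjusted p = 3.94e-08), and PTGES, a prostaglandin E synthase (-1.76, SE 0.09, 2.77e-07). In each of these 5 genes the response differed between the lines (adjusted p between 8.34e-08 and 2.9e-05). In MCF7, IL1R1, a receptor for interleukin-1, fell by 0.84 (adjusted p = 0.000916, another probe set not called and of the opposite sign), and ATRNL1 rose by 1.13 (0.00947, another probe set not called). Both kept their calls in all 12 fits that left out 1 array, but IL1R1 lost it with each line fitted alone (adjusted p = 0.0936) and by the methods' t-test (0.223, over all alternatives 0.000209 to 0.223), as did ATRNL1 (0.162 and 0.335, range 0.00147 to 0.335). Probe sets whose Q0 and Q4 arrays did not overlap made up 39.8% in MDAMB231 and 15.8% in MCF7, where chance gives 10%. Without MCF7 Q0 replicate 1, 5947 probe sets were called in MDAMB231, 1126 in MCF7 (393 higher, 733 lower, the 54 among them) and 4737 in the interaction. Leaving this array out alters the spread shared by all groups but not the estimates in MDAMB231. The MCF7 count was 4 to 10 without any 1 of the other 5 MCF7 arrays and 15 to 19 without MDAMB231 Q4 replicate 1 or any 1 MDAMB231 Q0 array, and the interaction count was 1627 without MCF7 Q4 replicate 1 and 1606 without MDAMB231 Q0 replicate 3. Weighting the arrays gave 542 probe sets in MCF7 and 4596 in the interaction, a variance trend 86 in MCF7, and leaving out _x_at and _s_at probe sets 2105 in MDAMB231, 29 in MCF7 and 1149 in the interaction, while MCF7 gave 0 with each line fitted alone and 0 by the methods' t-test after adjustment (1966 unadjusted, and 1249 higher and 1298 lower unadjusted by limma). Unadjusted by limma, MDAMB231 gave 3387 higher and 3611 lower, so that the lines lay closer than by adjusted counts. From the clustered profiles of the selected probe sets, the paper concludes that glutamine deprivation induced a strong response in MDAMB231 and a weaker one in MCF7. With its AAR probabilities and RT-PCR of XBP1 and DDIT3 added, it relates the weak response to the glutamine independence of luminal cells.

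**Figure D1:**
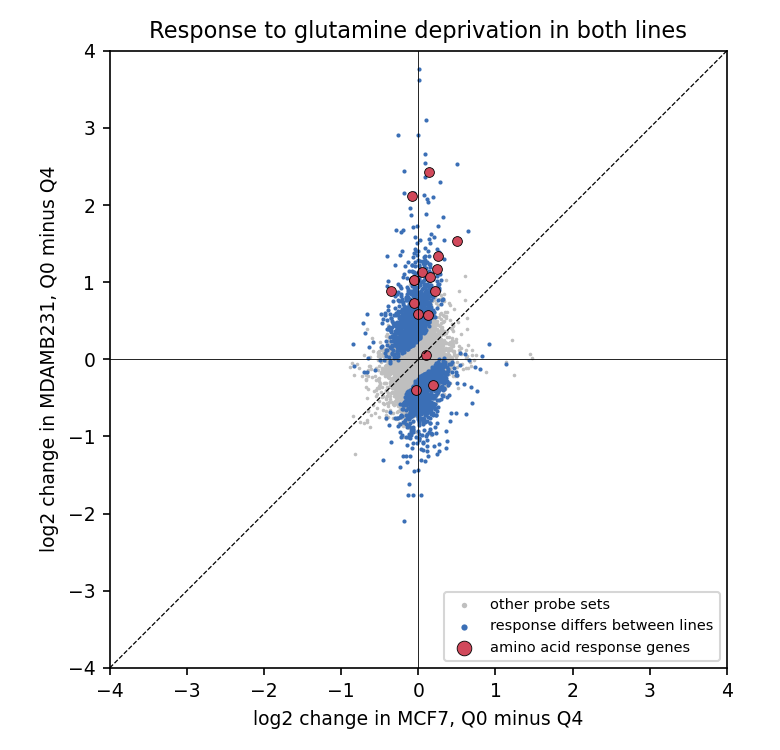
Log2 change with glutamine deprivation (mean of 3 Q0 arrays minus mean of 3 Q4 arrays) in MCF7 (x axis) and MDAMB231 (y axis). Each point is a probe set. Blue points are the 2444 probe sets whose response differed between the lines (limma, adjusted p under 0.05), grey points the others, and red points the 17 measured amino acid response genes. On the dashed diagonal the change is equal in both lines. Points spread along the y axis up to 3.76, the value of ALOX5AP.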

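Of 17 measured regulators and effectors of the amino acid response (AAR), 14 rose and 1 fell in MDAMB231 (14 and 1 also when adjusted over the list alone), with a median log2 change of 1.02. ATF3, a stress-induced transcription factor, rose by 1.53 (SE 0.10, adjusted p = 1.75e-06), XBP1, a factor of the unfolded protein response, by 1.33 (SE 0.09, 2.36e-06), DDIT3, the stress factor CHOP, by 1.17 (SE 0.10, 1e-05) and ATF4, the main transcription factor of the AAR, by 0.88 (SE 0.07, 7.64e-06). Larger still were the rises of CHAC1, which degrades glutathione (2.43, SE 0.13, 2.77e-07), and TRIB3, a target of ATF4 (2.11, SE 0.08, 1.69e-08). ATF5 fell by 0.40 (adjusted p = 0.0277), which it did not without MDAMB231 Q4 or Q0 replicate 1 or 2 (2 genes fell without MCF7 Q0 replicate 1), and VEGFA and STC2 did not pass. In MCF7, limma called 0 of the 17 (unadjusted p under 0.05 in 4, all higher, and 2 by the methods' t-test, 0 of them after adjustment), 1 when adjusted over the list alone. The values there were 0.51 for ATF3 (adjusted p = 0.086), 0.25 for XBP1 (0.32), 0.24 for DDIT3 (0.374) and 0.22 for ATF4 (0.269). The response differed between the lines for 13 of the 17, each larger in MDAMB231 (14 larger and 1 smaller when adjusted over the list alone): by 1.02 for ATF3 (adjusted p = 0.00131), 1.08 for XBP1 (0.000475), 0.93 for DDIT3 (0.00195) and 0.66 for ATF4 (0.00216). As a list, the AAR genes were higher in MDAMB231 relative to other genes (camera, adjusted p = 1.36e-11, and adjusted p = 0.0617 with an estimated correlation, the highest of a range from 1.09e-12) and more so than in MCF7 (1.87e-10, and adjusted p = 0.0659 with an estimated correlation, the highest of a range from 1.67e-11). In MCF7 the list was also called higher (median 0.10, adjusted p = 0.0337), but adjusted p = 0.574 with an estimated correlation, and the call was lost without MCF7 Q4 replicate 2 (0.0567) or 3 (0.0516), and without MCF7 Q0 replicate 1 (0.637 with the direction down, the range over alternatives being 5e-04 to 0.637). Without that last array 2 of the 17 were higher and 2 lower in MCF7, ATF3 among the former (0.40, adjusted p = 0.0321), which also passed with array weights (0.0363, range over alternatives 0.0321 to 0.503), while the adjusted p with an estimated correlation was 0.00573 in MDAMB231 and 0.00607 for the difference.

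**Figure D2:**
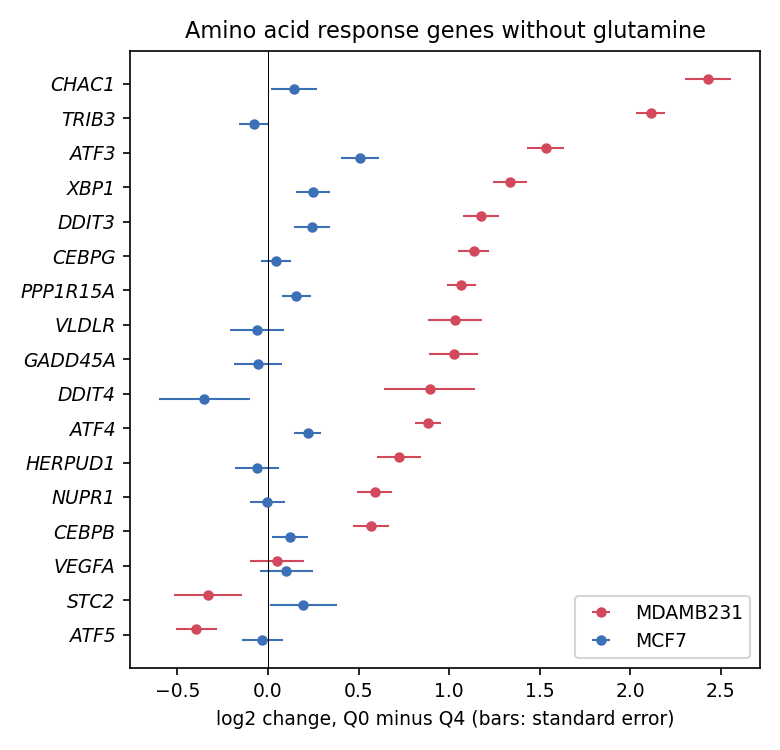
Log2 change (mean of 3 Q0 arrays minus mean of 3 Q4 arrays) of the 17 measured AAR genes in MDAMB231 (red) and MCF7 (blue). Points are limma estimates and bars their standard errors. In MDAMB231 the values run from -0.40 (ATF5) to 2.43 (CHAC1), in MCF7 from -0.35 (DDIT4) to 0.51 (ATF3).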

We found that the canonical AAR genes were induced by glutamine deprivation only in MDAMB231 cells (Figure 5A). A previous study showed that glutamine deprivation inhibits cell growth by inducing the tumor suppressor gene TXNIP [29]. This gene was also induced only in the MDAMB231 line. 

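TXNIP, a thioredoxin-binding protein that restrains glucose uptake, rose by 1.08 on the log2 scale in MDAMB231 (SE 0.22, adjusted p = 0.00394), from 9.32 ± 0.08 in Q4 to 10.40 ± 0.06 in Q0 (mean ± SD, n = 3). In MCF7 its mean was 9.79 ± 0.07 in Q4 and 10.39 ± 0.62 in Q0, a log2 difference of 0.60 that did not pass the test (adjusted p = 0.301). The difference between the 2 responses was 0.48 (adjusted p = 0.353). Without MCF7 Q0 replicate 1 the MCF7 difference was 0.25 (adjusted p = 0.0772, range over alternatives 0.0772 to 0.721) and the response differed between the lines by 0.84 (adjusted p = 0.00018, range over alternatives 0.00018 to 0.618), as it did with array weights (0.00976). Of the other 2 probe sets of TXNIP, 1 rose in MDAMB231 (0.77, adjusted p = 0.0248) and 1 did not pass (0.39, 0.133), and neither passed in MCF7 or in the comparison of responses.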

We applied a published gene expression study of histidine deprivation [45] as training data and estimated the degree of AAR using a binary regression model. 

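The mean log2 level of the 17 AAR genes separated Q0 from Q4 arrays in MDAMB231 and not in MCF7. In MDAMB231 this score was 8.43 ± 0.01 in Q4 and 9.37 ± 0.03 in Q0, a difference of 0.93 (mean ± SD, n = 3, two-sided exact permutation p = 0.1, the smallest that 3 against 3 arrays can give). In MCF7 it was 8.30 ± 0.02 and 8.38 ± 0.18, a difference of 0.08 (n = 3, exact permutation p = 0.8). The change from the control mean was 0.93, 0.90 and 0.96 on the MDAMB231 Q0 arrays, and 0.28, -0.05 and 0.00 on the MCF7 Q0 arrays, the first of these being replicate 1. Between the lines the change differed by 0.85 (n = 3, exact permutation p = 0.1, again the smallest possible). The MDAMB231 difference was 1.41 when the median of the genes was taken, and the MCF7 difference was 0.33 for ATF3, XBP1 and DDIT3 alone, 0.15 with the median, -0.02 without MCF7 Q0 replicate 1 and 0.14 without MCF7 Q0 replicate 2. The score stands in for the binary regression of the paper, whose histidine deprivation training arrays were not used here.

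**Figure D3:**
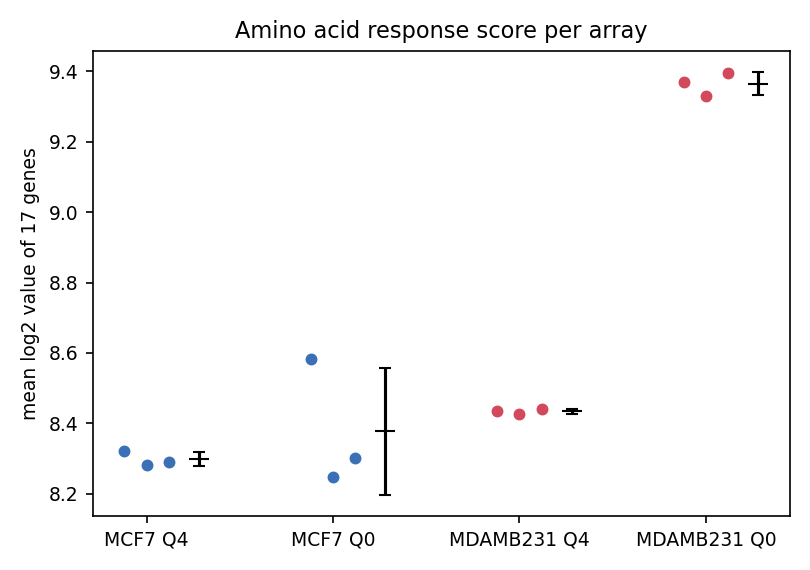
AAR score (mean log2 value of 17 genes, y axis) of each array, by cell line and glutamine condition (x axis). Points are arrays (n = 3 per group), horizontal marks group means and bars SD. The MDAMB231 groups are at 8.43 (Q4) and 9.37 (Q0). In MCF7, 1 Q0 array lies at 8.58 and the others near the Q4 arrays.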

MDAMB231 but not the MCF7 line exhibited a significantly higher probability of AAR after glutamine deprivation using this approach (Figure 5B and 5C). The stronger amino acid response in the MDAMB231 cells was also confirmed by real-time PCR for *XBP1* (Figure 5D) and *DDIT3* (Figure 5E). These data provide further evidence that glutamine deprivation induces a much dramatic response in the basal cells and a weak response correlating with glutamine independence of the luminal cells.

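Without glutamine, at least 8 members of each of the lists of amino acid synthesis, amino acid transporters, tRNA synthetases, autophagy and inflammatory genes rose in MDAMB231, as did 4 members each of the NRF2 and p53 target lists. Over all genes, 2813 of 11963 were called higher or lower in MDAMB231. Against that share, counts as small as 4 do not by themselves set a list apart. Of 17 measured enzymes of amino acid synthesis, 9 rose and 1 fell (10 and 2 adjusted over the list alone), among them ASNS, which makes asparagine (log2 change 2.53, adjusted p = 4.7e-06), PSPH of serine synthesis (1.28, 7.8e-07) and MTHFD2 of mitochondrial folate metabolism (1.08, 1.28e-06). Of 17 amino acid transporters, 8 rose and 1 fell (10 and 1 adjusted over the list alone), with SLC1A4 at 2.37, SLC3A2 at 1.43 and the glutamine carrier SLC1A5 at 0.90. Of 16 cytosolic aminoacyl-tRNA synthetases, 11 rose and 2 fell (11 and 2 adjusted over the list alone), including WARS1 (1.33) and GARS1 (1.05). Of 20 autophagy and lysosome genes, 11 rose and 1 fell (13 and 2 adjusted over the list alone), including the autophagy receptor SQSTM1 (0.83, adjusted p = 0.000427) and ULK1 (0.52, 8.17e-05). By camera the adjusted p was 1.36e-05 for synthesis, 2.47e-05 for transporters, 1.69e-07 for synthetases and 2.9e-05 for autophagy, and with an estimated correlation each call was lost, at adjusted p = 0.0532, 0.0515, 0.0532 and 0.0617, the highest of ranges that began at 1.43e-06, 7.76e-07, 6.9e-08 and 7.62e-06. Members with a higher response in MDAMB231 than in MCF7 numbered 9, 6, 10 and 8 in the same order, and those with a lower one were the transporter SLC1A1 (-1.06, adjusted p = 0.0466, another probe set not called) and the synthetase FARSA (-0.41, 0.0479), neither called without any 1 MDAMB231 or MCF7 Q4 array or without MCF7 Q0 replicate 2, nor FARSA without MCF7 Q0 replicate 3 (3 synthetases lower without MCF7 Q0 replicate 1). Without MCF7 Q0 replicate 1, the calls of synthesis, transporters and autophagy also held with an estimated correlation (adjusted p = 0.0352, 0.0166 and 0.047), and that of the synthetases did not (0.0864). Of 18 inflammatory cytokines and NF-kappaB targets, 10 rose, such as IL1A (0.98), PTGS2 (1.04) and CXCL2 (1.20), and 3 fell, CXCL8 (-0.46), NFKBIA (-0.28) and IL11, which had the largest change of the list (11 and 3 adjusted over the list alone, camera adjusted p = 0.00489, and adjusted p = 0.255 with an estimated correlation, the highest of a range from 0.0017). Of 16 glutathione and NRF2 targets, 4 rose, such as the cystine carrier SLC7A11 (1.73, also among the transporters) and TXNRD1 (0.74), and 1 fell (4 and 1 adjusted over the list alone, camera adjusted p = 0.00745, and adjusted p = 0.544 with an estimated correlation, the highest of a range from 0.000245), with 9 higher when MCF7 Q0 replicate 1 was left out. Of 14 p53 targets, 4 rose, such as GADD45A (1.02, also among the AAR genes) and CDKN1A, an inhibitor of the cell cycle (0.65), and 1 fell (6 and 1 adjusted over the list alone, camera adjusted p = 0.0403, and adjusted p = 0.581 with an estimated correlation, the highest of a range from 0.006). The counts of 1 or 2 genes that fell in these lists moved by 1 gene at most, without MCF7 Q0 replicate 1, MCF7 Q4 replicate 3 or one or another MDAMB231 array. The p53 call was also lost by fry (0.0826) and without MDAMB231 Q4 replicate 1 (0.0545), Q0 replicate 1 (0.0585) or Q0 replicate 3 (0.054), and 7 of its genes were higher without MCF7 Q0 replicate 1, where the call held with an estimated correlation (0.0438).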

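Most measured genes of mitosis and of glycolysis and hypoxia fell in MDAMB231, while the number of DNA replication and nucleotide synthesis genes called lower depended on the fit. Leaving out an MCF7 array alters the spread shared by all groups and not the estimates in MDAMB231. With and without MCF7 Q0 replicate 1, the median log2 change there was -0.46 for DNA replication and -0.26 for nucleotide synthesis. Of 25 measured mitosis genes, 22 fell in MDAMB231 (23 adjusted over the list alone), with a median log2 change of -0.58, including the mitotic kinases AURKA (-0.82, adjusted p = 1.72e-05) and PLK1 (-0.72, 3.68e-05), and 21 had a lower response than in MCF7. The camera adjusted p was 2.76e-13 in MDAMB231, and adjusted p = 0.255 with an estimated correlation, the highest of a range from 1.77e-16 (0.0166 with an estimated correlation when MCF7 Q0 replicate 1 was left out). For the difference between the lines it was 1.15e-14, and adjusted p = 0.226 with an estimated correlation, the highest of a range from 8.41e-20 (0.0141 with an estimated correlation without that array). Of 18 genes of glycolysis and hypoxia, 16 fell (16 adjusted over the list alone, median -0.44), including the glucose carrier SLC2A1 (-0.60, 2.33e-05), PFKFB3 (-0.97, 3.63e-05), LDHA (-0.45, 0.000114) and the hormone gene ADM (-1.31, 0.000352). This list kept its call with an estimated correlation, both in MDAMB231 (camera adjusted p = 5.31e-10, 0.0328 estimated) and in the difference between the lines (1.5e-09, 0.0328 estimated), where 11 of the 18 genes had a lower response in MDAMB231 (ranges over alternatives 4.4e-11 to 0.0328 and 1.56e-10 to 0.0328). Of 24 DNA replication genes, 7 fell, such as FEN1 (-0.62) and CCNE1 (-0.51), 16 adjusted over the list alone and 20 by the methods' t-test after adjustment (camera adjusted p = 5.78e-05, and adjusted p = 0.601 with an estimated correlation, the highest of a range from 5.65e-13). Without MCF7 Q0 replicate 1, 23 fell and the call held with an estimated correlation (adjusted p = 0.0264), and 4 fell without MCF7 Q4 replicate 1 or 3 and 3 without any 1 MDAMB231 array. Of 19 genes of nucleotide synthesis, 7 fell, such as PAICS of purine synthesis (-0.54), and 1 rose, GART (0.37), 9 and 1 adjusted over the list alone and 10 and 1 by the methods' t-test after adjustment (camera adjusted p = 0.00254, and adjusted p = 0.608 with an estimated correlation, the highest of a range from 7.75e-06), with 14 lower without MCF7 Q0 replicate 1, 4 without any 1 MCF7 Q4 array, and 2 to 4 without any 1 MDAMB231 array, and GART not called without any 1 of the MCF7 Q4 or MDAMB231 arrays. By fry the adjusted p was 0.0933 for DNA replication and 0.0884 for nucleotide synthesis.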

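Of 13 measured genes of cholesterol synthesis, 5 fell in MDAMB231 (6 adjusted over the list alone), such as DHCR7 (-0.65, adjusted p = 0.00294) and IDI1 (-0.79, 0.00903), and in MCF7 FDPS fell (-0.43, adjusted p = 0.0274), or 11 genes adjusted over the list alone (11 also at an unadjusted p under 0.05, and 2 by the methods' t-test), with a median of -0.59. The list passed in MDAMB231 (camera adjusted p = 0.0182, and adjusted p = 0.653 with an estimated correlation, the highest of a range from 8.64e-05) and in MCF7 (2.21e-11, and adjusted p = 0.22 with an estimated correlation, the highest of a range from 7.13e-23), with no call for a difference between the lines (0.2). Without MCF7 Q0 replicate 1, 12 of the 13 fell in MCF7 and 9 in MDAMB231, with an adjusted p of 0.000991 in MCF7 and 0.0173 in MDAMB231 with an estimated correlation, and a called difference between the lines (1.4e-05), and without any 1 MDAMB231 array 3 fell in MDAMB231. By fry the call in MDAMB231 was lost (0.135), and FDPS lost its call in MCF7 without any 1 MCF7 array other than Q0 replicate 1, without MDAMB231 Q4 replicate 1 and without any 1 MDAMB231 Q0 array. Of 19 targets of the estrogen receptor, PDZK1 (0.91, adjusted p = 0.0274) and GREB1 (0.65, 0.0452), both induced by estrogen, rose in MCF7, 9 adjusted over the list alone, with a median of 0.22. The list was higher in MCF7 (camera adjusted p = 1e-09, and adjusted p = 0.133 with an estimated correlation, the highest of a range from 2.08e-14), and 10 rose without MCF7 Q0 replicate 1 (adjusted p = 0.00246 with an estimated correlation). Camera without an estimated correlation called 8 lists in MCF7. Of 10 groupings of the 6 MCF7 arrays, 4, the real one included, gave as many (highest other 13). The number of MCF7 list calls thus does not set the real grouping apart. PDZK1 lost its call in 7 of the 12 fits that left out 1 array (adjusted p 0.0516 to 0.125, range over alternatives 0.00365 to 0.377), and the call of GREB1, whose other 2 probe sets did not pass, was lost in 10 (0.0732 to 0.162, range over alternatives 0.000211 to 0.434). The response of 7 targets was lower in MDAMB231 than in MCF7 (8 adjusted over the list alone), 14 without MCF7 Q0 replicate 1, 5 without MCF7 Q4 replicate 2, and 3 or 4 without any other array.

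**Figure D4:**
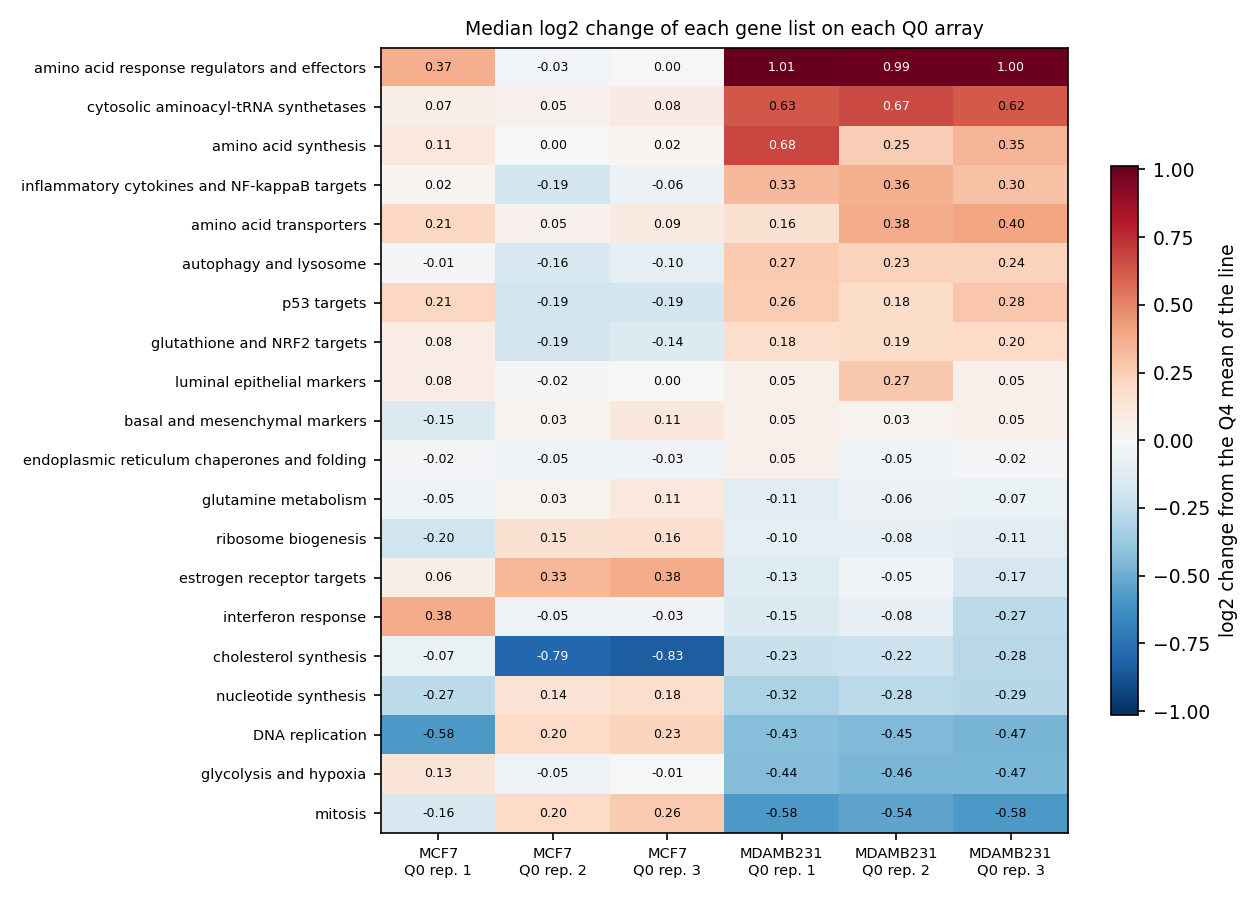
Median log2 change of the measured genes of each of 20 lists (y axis) on each of the 6 Q0 arrays (x axis), from the mean of the 3 Q4 arrays of the same line. Colour gives the median change. On the 3 MDAMB231 arrays, AAR genes lie between 0.99 and 1.01 and mitosis between -0.58 and -0.54, whereas amino acid synthesis differs between arrays (0.68, 0.25 and 0.35). MCF7 Q0 replicate 1 differs from replicates 2 and 3, with AAR genes at 0.37 against -0.03 and 0.00, and DNA replication at -0.58 against 0.20 and 0.23.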

**Figure 5:**
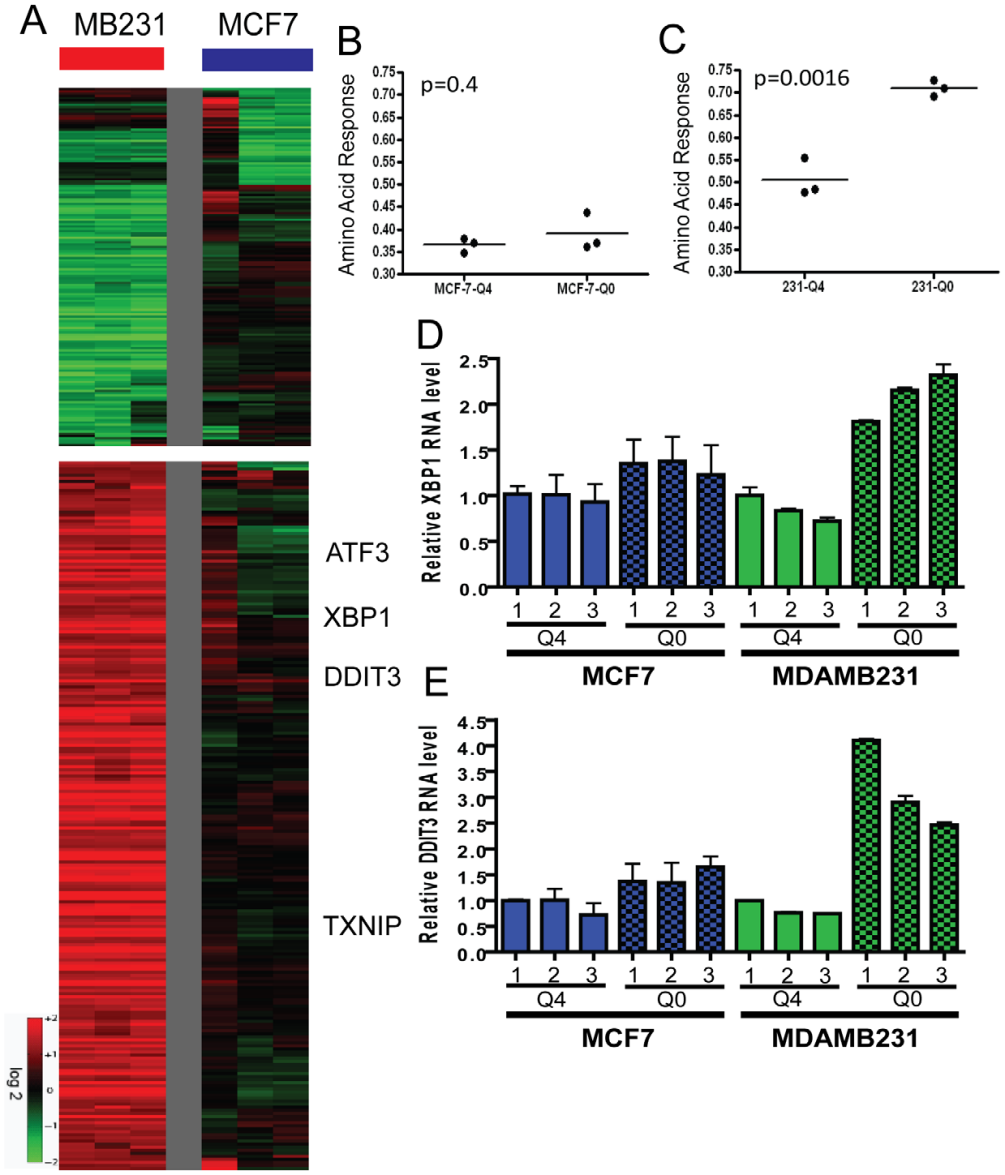
The transcriptional response of breast cancer cell lines to glutamine deprivation. (A) The heatmap representing the transcriptional response of MCF7 (luminal) and MDAMB231 (basal) cells to glutamine deprivation. (B, C). The predictive probability of the amino acid response (AAR) are shown for the luminal (B, p = 0.4, unpaired t-test) and basal (C, p = 0.0016) cancer cell lines grown under normal (4 mM, Q4) and glutamine-deficient (0 mM, Q0) medium. (D, E) The expression of selected canonical amino acid response genes including XBP1 (D) and DDIT3 (E) in MCF7 and MDAMB231 under indicated concentrations of glutamine with real time RT-PCR.

### Potential glutamine symbiosis between luminal and basal types of cells

We examined how glutamine deprivation affected different glutamine-metabolizing enzymes and found that GS protein (Figure 6A), but not mRNA (Figure S7A), were significantly induced in MCF7 cells in a dosage-dependent manner. This translational regulation may be an adaptive response to compensate for reduced environmental levels of glutamine. To examine the role of GATA3 in the induction of GS during glutamine deprivation, we compared the GS protein levels under different glutamine levels in MCF-7 transfected with control or GATA3-targeting siRNA. We found that while the silencing of GATA3 reduced the GS levels, there was still significant protein induction during glutamine deprivation (Figure S7B). We also measured glutamine concentrations in glutamine deficient media used to culture MCF7 and MDAMB231 cells and found a significant increase in glutamine levels in medium cultured with MCF7 but not MDAMB231 cells (Figure 6B). Similarly, intracellular glutamine concentrations were increased only in MCF7 but not MDAMB231 cells under glutamine deprivation (Figure 6C). Therefore, the glutamine independence phenotype of luminal cells may be due to the capacity of these cells to synthesize glutamine from intracellular glutamate and other sources in the absence of external glutamine.

**Figure 6:**
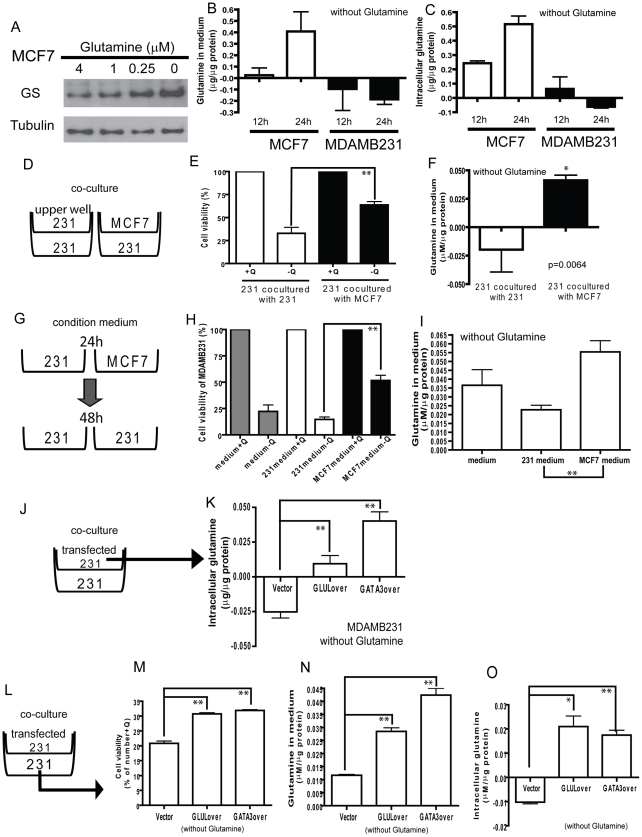
Potential for glutamine symbiosis between luminal and basal cells. (A) The protein levels of GS in MCF7 under different concentrations of glutamine. (B, C) The changes of the levels of glutamine in medium (B) and intracellular glutamine concentrations (C) in MCF7 and MDAMB231 cells deprived of glutamine for 12 and 24 h. (D) A diagram illustrating the co-culture systems in E, F. (E, F) The cell viability (E) and the glutamine levels in medium (F) when used to propagate MDAMB231 cells co-cultured with MDAMB231 or MCF7. (G) A diagram illustrating the condition medium model for H, I. (H, I) The cell viability (H) and the glutamine in medium (I) in MDAMB231 cells cultured with fresh medium, MDAMB231 or MCF7 condition medium. (J) A diagram illustrating the model of K. (K) The intracellular glutamine in vector transfected MDAMB231 cells. (L) A diagram illustrating the model of co-culture system for M-O. (M-O) The cell viability (M), the glutamine in medium (N), and intracellular glutamine concentrations (O) in MDAMB231 co-cultured with transfected MDAMB231 cells.

In normal breast ducts, luminal and basal cells are in close physical proximity. Because of the ability of luminal cells to synthesize glutamine and the requirement of basal cells for glutamine, we next tested the potential for glutamine symbiosis between these two cell types with transwell co-culturing experiments (Figure 6D–6F). We found that the viability of MDAMB231 cells under glutamine deficient media was significantly increased when MCF7 cells were used as a feeder layer (Figure 6E), consistent with observed higher extracellular glutamine levels (Figure 6F). Furthermore, conditioned medium from MCF7 cells was also able to support significantly the growth and viability of the MDAMB231 cells (Figure 6G–6I).

We showed above that increased levels of *GLUL* either by transfection with *GLUL* or *GATA3* makes the MDAMB231 line more resistant to glutamine deprivation (Figure 4C and 4H). We next asked whether this was due to increased synthesis of the nutrient. Intracellular glutamine levels increased dramatically in MDAMB231 cells expressing either *GLUL* or *GATA3* (5×10^4^ cells in the upper well) (Figure 6J, 6K). The effects of GLUL and GATA3 overexpression in MDAMB231 cells on intracellular glutamine levels were blocked with L-MS treatment (Figure S8A). We also showed that the intracellular glutamine levels were reduced in MCF7 with siRNAs targeted to GLUL or GATA3 in medium with normal glutamine level (Q4) or no glutamine (Q0) (Figure S8B). Further, in the co-culture system (Figure 6L), MDAMB231 cells demonstrated increased viability when co-cultured with either *GLUL* or *GATA3* expressing MDAMB231 cells (Figure 6M) and this correlated with both increased glutamine levels in the medium (Figure 6N) and intracellularly (Figure 6O). These data provide a consistent mechanistic picture of a gene expression program related to nutrient requirements and potential glutamine symbiosis.

### *GLUL* repression of *GLS* contributes to the cell type–specific expression of glutamine-metabolizing enzymes

The expression of *GLUL* and *GLS* are inversely correlated in the luminal and basal types of primary breast cancers, cancer cell lines, and primary epithelial cells. This pattern of expression made us investigate whether cross-regulation exists between these two genes that encode enzymes mediating directly opposite chemical reactions. We first used siRNA to silence *GLUL* in MCF7 cells and observed an increase in *GLS* mRNA expression (Figure 7A). Further, ectopic over-expression of *GLUL* in MDAMB231 cells reduced *GLS* mRNA (Figure 7B). In contrast, similar silencing of *GLS* did not show any effect on *GLUL* levels (Figure 7C, 7D). The ability of *GLUL* overexpression in MDAMB231 to repress *GLS* was also seen at the protein level with a dose dependent decrease in *GLS* protein observed with increasing amounts of GS protein from varying levels of transfected GLUL (Figure 7E). These results indicated the ability of *GLUL* to repress the expression of *GLS* while *GLS* had no detectable effect on the level of *GLUL*.

**Figure 7:**
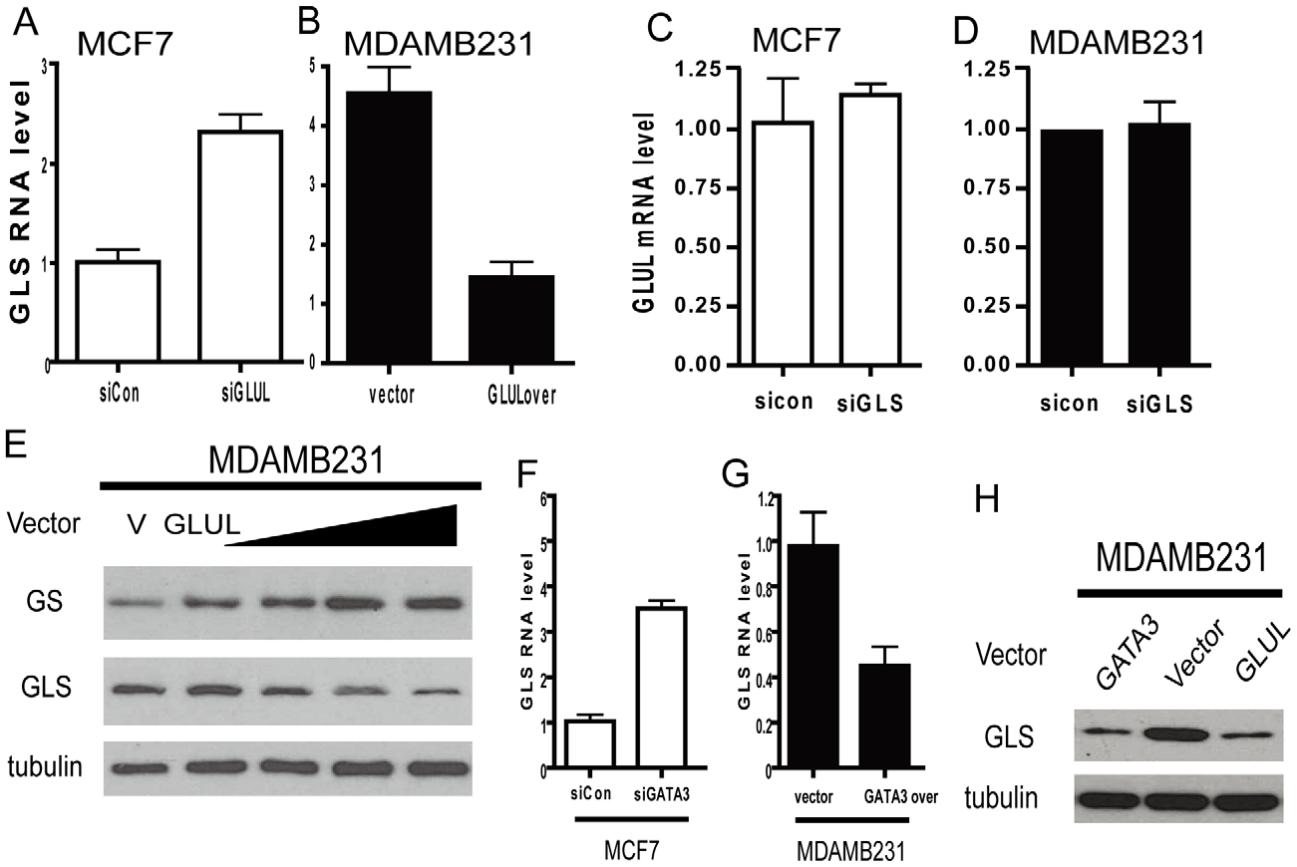
Repression of GLS by GLUL contributes to the polarized expression pattern. (A, B) The mRNA expression levels of *GLS* in the indicated MCF7 (luminal, empty) and MDAMB231 (basal, solid) when treated with indicated siRNAs or overexpression constructs. (C, D) The *GLUL* RNA expression levels in MCF7 (luminal, empty) and MDAMB231 (basal, solid) when treated with siRNA targeted to *GLS*. (E) *GLUL* and *GLS* protein expression levels in MDAMB231 treated with *GLUL* expression vector. (F, G) The expression of *GLS* mRNA in MCF7 (luminal, empty) and MDAMB231 (basal, solid) treated with indicated siRNAs or expression construct of GATA3. (H) The *GLS* protein expression levels in MDAMB231 cells with indicated expression constructs.

Since GATA3 regulated the expression of *GLUL*, we tested the role of *GATA3* in regulating *GLS* by silencing and overexpressing *GATA3* in MCF7 and MDAMB231 cells, respectively. Silencing of *GATA3* in MCF7 cells increased *GLS* expression (Figure 7F) and *GATA3* overexpression in MDAMB231 significantly reduced the level of *GLS* (Figure 7G). These changes in *GLS* expression regulated by GATA3 were also detectable at the protein level compared with *GLUL* (Figure 7H). These results are also consistent with *GATA3* overexpression in the mouse epithelial cells (Figure 4D) [38].

### A proposed model for the regulation of glutamine dependence in breast cells

Based on the data presented, we propose that basal and luminal breast epithelial cells exhibit different patterns of glutamine metabolism (Figure 8). In the luminal cells, *GATA3* triggers expression of *GLUL* and contributes to glutamine independence. Furthermore, *GLUL* has the ability to repress *GLS* which would also help to maintain the cell-type specific expression pattern and phenotype. Basal-specific expression of *GLS* may be maintained by the absence of *GATA3* and higher activities of *c-myc* in the basal type cells [4], [46]. These findings suggest that glutamine deprivation may be a viable treatment strategy for basal-type breast cancers. In addition, the expression of *GLUL* in luminal type cancers correlates with the ability to synthesize glutamine from ammonia and glutamate, and therefore describes at the molecular level a type of cancer that is predicted to be more resistant to glutamine deprivation treatment.

**Figure 8:**
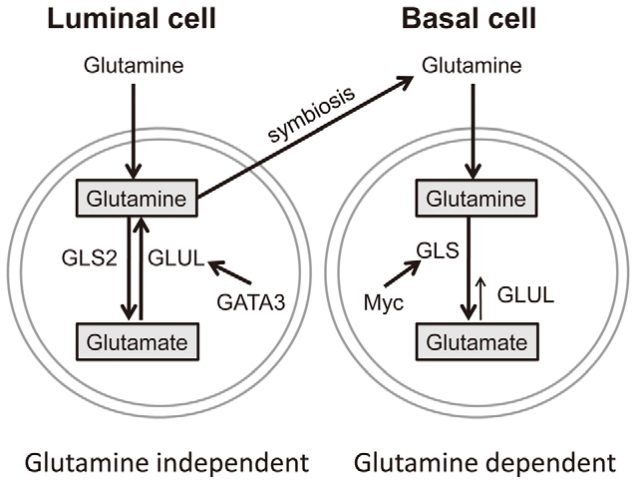
A model of glutamine metabolic regulation in different breast cells. The regulatory mechanisms of glutamine metabolic enzymes based on data from luminal and basal breast cells.

## Discussion

While glutamine has been shown to be critical in many cancer types, its importance for breast cancers is not well defined. In this study, we found a cell lineage-specific variation in the response of basal and luminal breast cancer cells to glutamine deprivation. The basal-type breast cancer cells are dependent on glutamine and exhibit a phenotype of glutamine addiction. Such a phenotype of basal cells was previously reported to be sensitive to inhibitors of glutaminase [27], trans-amination by aspartate aminotransferase [47] and selective estrogen receptor modulators [48]. In contrast, the luminal-type breast cancer cells are much more glutamine-independent. We present a series of data which strongly suggest that this phenotypic difference is related to the luminal-specific expression of glutamine synthetase (GS encoded by the *GLUL* gene) which is in turn regulated by one of the key luminal transcription factors, *GATA3*. Further, GS itself represses the expression of glutaminase (*GLS*) to reinforce the metabolic pathway in the direction of glutamine synthesis in luminal breast cells and the potential for glutamine symbiosis with basal breast cells.

While variations in tumor metabolism can be caused by oncogenic events, our results highlight the importance of the differentiation status and cellular origins as a source of distinct metabolic patterns. Since differentiation state constitutes an important part of tumor heterogeneity, similar investigation into distinct metabolic needs may yield important information on how best to target tumor metabolism. As the induction of differentiation is an important component of some cancer therapeutics [49], such treatment-associated differentiation may also lead to changes in metabolic needs and may be exploited to enhance treatment efficacy. Similarly, the distinct nutrient requirements of tumor stem cells [50] may be used to target these unique populations which are more resistant to conventional cancer therapeutics.

### Genetic regulation of the cell type–specific expression of glutamine-metabolizing enzymes

The distinct glutamine requirement and differential expression of glutamine-metabolizing enzymes among luminal and basal breast cancers are consistent with our understanding of the genetic circuitry governing breast cancer subtypes and regulation of these glutamine-metabolizing enzymes. For example, the higher *GLS* level and sensitivity to glutamine deprivation of basal-type breast cancer cells are consistent with a high level of *c-myc* activity in basal cells [51], [52] and the recently described role of *c-myc* in regulating *GLS* [24], [25]. The higher levels of *GLS* are also consistent with the susceptibility to growth inhibition by targeting this enzyme [27] and indicate the essential nature of this metabolic pathway in the basal cells. These results indicate that triple-negative basal-like breast tumors, with few current therapeutic options, are addicted to glutamine and may benefit from glutamine-targeting therapies [22], [27]. In contrast, the luminal specific expression of *GLS2* may reflect the higher p53 (wild type) activity in luminal cells [4], [52] given the ability of *p53* to regulate *GLS2* [53], [54]. Our results suggest that GATA3 is directly involved in the transcriptional regulation of *GLUL* in luminal cells.

### The spatial and cell-type expression of glutamine synthetase and glutaminase

The spatial and cell type specific expression of *GLUL* (GS) seen in our studies on breast epithelial cells is also observed in several other cellular contexts. In the brain, GS is expressed mainly in glial cells [55] and is responsible for the synthesis of glutamine from the uptake of glutamate secreted by adjacent neurons. Similar spatial division of glutamine degradation and synthesis also occurs in distinct patterns of GS and GLS expression in the liver [56]. Glutamine degradation by GLS occurs in the periportal cells where there is a high glutamine level from the digested nutrients in the gastrointestinal tract. In contrast, the expression of *GLUL* (GS) is restricted to zones of hepatocytes surrounding the central lobular vein with lower glutamine levels [56]. In the renal nephron, *GLUL* (GS) expression is restricted to the straight portion of the proximal tubules and plays an important role in the removal of ammonia [57]. Such physical separation of glutaminase and glutamine synthetase associated with differentiation and nutrient availability coordinate the glutamine synthesis and effective detoxification of ammonia and glutamate. Similar distinct glutamine metabolism in luminal and basal breast epithelial cells also appears to impact tumors derived from these different lineages and opens an additional window into the metabolic phenotypes of this heterogeneous disease. Therapeutic interventions based upon metabolic targets will need to incorporate these systematic differences between tumor subtypes.

### Inter-cellular metabolic symbiosis

Under glutamine deprivation, the high mRNA levels of *GLUL* (GS) in luminal cells undergo further protein upregulation to provide glutamine and may also support the glutamine requirement in basal cells in physical proximity. Similar nutritional and metabolic interaction underlies many symbiotic relationships among different organisms and cell types, including the symbiotic nitrogen-fixing root nodules on legumes [58], the mutualistic symbiosis between bacteria and insects [59], and the glutamate-glutamine shuttle between neurons and astroglial cells in the brain [55], [60]. Interestingly, GS plays a critical role in all these diverse examples of metabolic symbiosis. In addition to the inter-cellular exchange of nutrients, the synthesis of glutamine from glutamate and ammonia by GS can also remove the potential toxicity from the accumulation of glutamate (neurotransmitter) and ammonia (nitrogen waste). Ammonia from glutaminolysis has been shown to act as a diffusible autocrine- and paracrine substance inducing autophagy [61]. Given the physical proximity between basal and luminal cells in breast ducts, such a reciprocal metabolic relationship may also be relevant under different environmental or growth conditions. When the tissue organization is disrupted in malignancy, glutamine dependence of the basal-type tumors may be exploited to treat this type of aggressive cancers.

### The therapeutic implications

Our findings strongly suggest that there will be significant variation in response to glutamine-targeting therapies. Among breast cancers, systematic variation in the glutamine consumptive vs. synthetic behaviors seen in the basal and luminal tumors will directly influence this response. Similar heterogeneity may be important in other tumor types as well. Our data also provide evidence that glutamine-targeting therapeutics may be of special clinical utility for the triple-negative basal-like breast tumors with few therapeutic options. Many current glutamine-targeting therapeutics focus on glutaminase [25], [27], but the cell-type specific expression of *GLS* and *GLS2* in different tumors indicates the importance of choosing compounds with intended specificity for particular glutaminase activities in the treated tumors. Since GS is a key genetic determinant of glutamine independence in luminal cells, the evaluation of the GS levels in tumors may be helpful in predicting response. In addition to the cell-autonomous variations in the GS expression and response to glutamine deprivation, the efficacy of glutamine-targeting therapies may also be affected by the ability of adjacent non-transformed cells to provide glutamine. It is important to note that GS activities have been reported in fibroblasts [62] and macrophages [63]. The availability of glutamine from other non-tumor cells or blood may reduce the efficacy of glutamine-targeting therapies. Thus, GS inhibition may be combined with glutamine-targeting therapies to further enhance efficacy and reduce resistance, similar to the use of GS inhibitors to sensitize cancer cells to L-asparaginase [64].

With the explosion of genomic data, we have obtained significant knowledge on how genetic dysregulation contributes to tumor heterogeneity in human cancers. Since dysregulated metabolism is an essential part of oncogenesis, similarly detailed knowledge of metabolic profiles may be of equal or greater importance in understanding and treating the disease [65], [66].

## Materials and Methods

### Cell culture

All breast cancer cells were cultured in DMEM with 4.5 g/L glucose, supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin in 5% CO2.

Primary luminal and basal cells were obtained from women undergoing breast reduction for non-malignant conditions and were separated by cell surface binding to the TACSD1 protein of the Ber-Ep4 antibody as described [12].

### Cell viability assays

For the MTT assay, 2.5×10^3^ cells in 100 µl of medium were seeded in a 96-well culture plate. After treatments, cell number was evaluated. In brief, 10 µl of MTT (Sigma M5655) (0.5 mg/ml) was added to each well, and then the plates were incubated at 37°C for 3 h. The formazan product was dissolved in DMSO, and the absorbance at 570 nm was measured using a microplate reader. To measure viability by direct counting, 2×10^4^ cells were seeded in 12-well dishes and treated with medium containing different concentrations of glutamine for 48 h; the cells were collected and stained with 0.4% Trypan Blue. Cells excluding and taking up dye were counted on a hemocytometer under phase contrast microscopy. For glutamine synthetase inhibition, L-MS (L-Methionine-Sulfoximine, 5 mM, Sigma-Aldrich) was administered to cells for 48 h.

### ATP level measurement

Cells (5×10^3^/well of a 96 well dish) were treated with or without glutamine for 12 h and ATP content was measured in accordance with the protocol of the ATP-Lite luminescent ATP detection assay kit (Perkin-Elmer). Briefly, 100 µl of assay reagent was added to the wells and mixed for 10 min in the dark; intracellular ATP content was measured using a luminescence multi-label counter. The ATP levels were normalized based on cell counts measured by the MTT assay.

### Determination of glutamine concentration

Cells (1×10^4^/well) in a 24 well plate were cultured for 24 h in medium without phenol-red, medium was collected, and cells were lysed with RIPA buffer (Sigma-Aldrich). Concentrations of glutamine in the medium and in the cell lysate were determined with the glutamine/glutamate determination kit (GLN-1; Sigma-Aldrich). Each sample was divided into two parts; part 1 was measured with glutaminase for transferring the glutamine into glutamate, part 2 was measured directly. Samples were then dehydrogenized to α-ketoglutarate accompanied by reduction of NAD+ to NADH. The amount of NADH is proportional to the amount of glutamate and was measured using a spectrophotometer at 340 nm. A standard curve was determined for each experiment to calculate the concentration of glutamate in samples. Glutamine levels were calculated (part 1 minus part 2) and normalized to total protein levels. The glutamine level of normal culture medium was also measured, and the glutamine consumption was calculated as (glutamine in normal medium-glutamine in medium after culturing cells) and normalized to protein level.

### Western blot analyses

Proteins were separated by 10–12% SDS–PAGE and transferred to Immobilon-P membranes (Millipore). Membranes were blocked with 5% skim milk, incubated with primary antibodies (GLUL, G2781, Sigma; GLS, ab60709, Abcam; GATA3, sc269, Santa Cruz; GLS2, ab91073, Abcam; tubulin, 2128, cell signaling), HRP-conjugated secondary antibody (Perkin-Elmer), and detected with the ECL Western blotting reagent (Amersham).

### Microarray analysis

MCF7 and MDAMB231 cells were cultured in medium with or without glutamine for 24 h in triplicate. RNAs were collected with MirVana kit (Ambion) and hybridized to Affymetrix U133A2 arrays. Probe intensities were normalized by RMA and then the changes of expression by glutamine deprivation (0 mM glutamine/Q0) were derived by zero-transformation against the corresponding cells grown in glutamine containing medium (4 mM glutamine/Q4).

### RNA interference and overexpression

Cells were transfected with non-targeting control or synthetic siRNAs targeting *GLUL*, *GLS*, *GLS2* and *GATA3* (Applied Biosystems) with lipofectamine 2000 (Invitrogen). For overexpression experiments, empty vector or overexpression constructs for *GLUL* or *GATA3* (Origene) were transfected into cells with lipofectamine 2000 for 48 hours before the levels of indicated transcripts and proteins were examined by real-time RT-PCR and western blot.

### Real-time RT-PCR

Total RNA was reverse-transcribed to cDNA with SuperScript II reverse transcription kit, then used for real-time PCR with Power SYBR Green PCR Mix (Applied Biosystems) and indicated primers (Table S1), and normalized to β-actin mRNA levels measured in parallel.

### ChIP assay

10% formaldehyde solution was added to cells to crosslink DNA-protein complexes. Isolated nuclear chromatin extracts were sonicated and incubated overnight at 4°C with either anti-GATA3 (SC269, Santa Cruz) or normal mouse IgG (SC3878, Santa Cruz). This was followed by incubation with 20 ml of Protein G agarose beads (Roche) for 4 hours at 4°C. After extensive washing, DNA fragments were harvested by de-crosslinking the immunoprecipitates. Real time-PCR utilizing SYBR Green master mix (Applied Biosystems) was performed to check the enrichment of indicated promoter regions in pull-down samples using primers listed in Table S1 and normalized with albumin.

### Co-culture and conditioned medium

For co-culture experiments, MDAMB231, MCF7, or transfected MDAMB231 cells were seeded in minicells (upper well/5×10^4^ cells) with 0.4 µm pores (Millipore) and co-cultured with MDAMB231 (lower well/1×10^4^ cells) for 12, 24 or 48 h in 24-well plates. For conditioned medium experiments, MDAMB231 or MCF7 cells (5×10^4^) were seeded in a 24-well plate and incubated in medium with or without glutamine for 24 hours and then medium was transferred to new wells containing MDAMB231 cells (1×10^4^). In 12 and 24 hours experiments, medium was collected; cells were washed by PBS and then lysed with 100 µl RIPA buffer. Glutamine concentration was measured with GLN-1 (Sigma). In 48 h experiments, cell numbers were counted by trypan blue exclusion assay.

### Statistics

All experiments were expressed as mean ± standard deviation (SD) with t-test. Statistical significance was calculated by t test, considering p<0.05 (*) and p<0.01(**) as statistically significant.

## Supporting Information

Figure S1 Comparison of expression levels of *GLUL* (A), *GLS* (B), and *GLS2* (C) in two breast tumors datasets with 5 intrinsic subtypes in the breast tumor dataset (Chin et al., 2006). **: p<0.01.
(TIF)

Figure S2 The RNA and protein levels of GLUL in MCF7 which has been transfected with non-target control or siRNAs targeting *GLUL*. (A, B) The RNA (A) and protein (B) levels were measured by real time-PCR and western blotting in MCF7 cells treated with indicated siRNAs.
(TIF)

Figure S3 The normalized cell viability of MCF7 transfected with siRNAs targeted to *GLUL*, *GATA3*, or *GLS2* culturing in medium with or without glutamine for 48h.
(TIF)

Figure S4 The RNA and protein levels of *GLUL* in MDAMB231 cells which has been transfected with overexpression construct of *GLUL*. (A, B) The RNA (A) and protein (B) levels of GLUL were measured in MDAMB231 with GLUL overexpression.
(TIF)

Figure S5 The RNA and protein levels of *GATA3* and *GLUL* in cells which have been transfected with indicated siRNAs or indicated overexpression constructs. (A) The mRNA level of *GATA3* in the MCF-7 and MDAMB231 cells. (B, C) The RNA (B) and protein (C) levels of *GATA3* in MCF7 which has been transfected with siRNAs targeting *GATA3*. (C) The protein expression of GS in MCF7 transfected with siRNA targeting *GATA3*. (D) The RNA level of *GATA3* in MDAMB231 cells transfected with control or *GATA3* overexpression constructs. (E) The protein expression of GS in MDAMB231 with GATA3 overexpression.
(TIF)

Figure S6 L-MS partially abolished the effects of *GLUL* or *GATA3* overexpression in cell survival in MDAMB231 cells. (A, B) The effect of L-MS on cell survival of MDAMB231 cells transfected with empty vector, *GLUL* (A), and *GATA3* (B) under normal (Q4) or no glutamine (Q0) conditions for 24h.
(TIF)

Figure S7 The RNA and protein expressions of GLUL. (A) The RNA expressions of *GLUL* in MCF7, (B) The protein levels of GS in 24h under different dose of glutamine deprivations in MCF7 cells transfected with control or siRNA targeting *GATA3*.
(TIF)

Figure S8 The intracellular glutamine levels in MDAMB231 and MCF7 cells. (A) The intracellular glutamine concentrations in MDAMB231 cells which have been transfected with vector, *GLUL* and *GATA3*, in combination with or without L-MS under glutamine deprivation in 24h. (B) The intracellular glutamine levels in MCF7 with siRNA of non-target control (siCON), *GLU*L (siGLUL) or *GATA3* (siGATA3) under normal (Q4) or no glutamine (Q0) medium.
(TIF)

Table S1 The sequences of all primers used in real time-PCR.
(DOC)

# Supplementary material for: Glutamine Synthetase Is a Genetic Determinant of Cell Type–Specific Glutamine Independence in Breast Epithelia
**Source:** PLoS Genet. 2011 Aug 11;7(8):e1002229. doi: 10.1371/journal.pgen.1002229
**Supplement:** Table S1 — The sequences of all primers used in real time-PCR.

**Supplemental Table1:**

**Realtime-PCR primers**:

|  | |  |
| --- | --- | --- |
| Actin | forward | CTCTTCCAGCCTTCCTTCCT |
|  | reverse | AGCACTGTGTTGGCGTACAG |
| GLUL | forward | CCTGCTTGTATGCTGGAGTC |
|  | reverse | GATCTCCCATGCTGATTCCT |
| GLS | forward | GCTGTGCTCCATTGAAGTGA |
| GLS2 | forward | ATCAGAAAGTGGCATGCTGT |
|  | reverse | GCCTTTAGTGCAGTGGTGAA |
| GATA3 | forward | GCGGGCTCTATCACAAAATGA |
|  | reverse | GCTCTCCTGGCTGCAGACAGC |
| XBP1 | forward | AGTCCGCAGCACTCAGACTA |
|  | reverse | GGGTCCAAGTTGTCCAGAAT |
| DDIT3 | forward | ATGAACGGCTCAAGCAGGAA |
|  | reverse | GCAGATTCACCATTCGGTCAA |
|  |  |  |
| Real time primers used in ChIP assay | | |
| ESR1 | forward | TGTAGGCTAGTTTTGTTTAACGATTTTT |
|  | reverse | GGTGATGGGAGAATTGCTTAGAA |
| GLUL-A | forward | CGTGCTGGTGCATTTTCTGT |
|  | reverse | ATTCTCTTCCCCCAGTGGC |
| GLUL-B | forward | TTTACGTGCTCACCAAAGTG |
|  | reverse | TGAAGCCAATTCTTGAAAGC |
| Albumin | forward | TACATTGACAAGGTCTTGTGGAG |
|  | reverse | TGGGGTTGACAGAAGAGAAAAGC |

How the deposited data were processed for this re-analysis (not part of the article)

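MCF7 and MDAMB231 cells were compared after 24 hours with 4 mM glutamine (Q4) or without glutamine (Q0), with 3 plates and 3 Affymetrix U133-A2 arrays per group, 12 arrays in all. The deposited table holds log2 values that the authors made by RMA (background correction, quantile normalization and summary per probe set). The RMA software and its version are not given in the sources used here. The table has 22277 probe sets. No filter on signal was applied, and the 62 control probe sets were left out of the tests, which leaves 22215. Gene names came from the platform table, updated to current symbols for 19052 probe sets. Probe sets with the names of several genes (1043) or with none (2108) were tested but not named. GLS, GLS2, TP53 and EIF2AK4 were not analysed here.

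Changes were estimated with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on the 4 group means, without a replicate block): Q0 minus Q4 in each line, the difference between these changes (MDAMB231 minus MCF7, the interaction), and MDAMB231 minus MCF7 in Q4. P-values were adjusted by Benjamini-Hochberg over the probe sets, and adjusted p under 0.05 was counted as called, with and without a 2-fold change. For the rule of the paper, an absolute log2 change of at least 1 from the mean of the 3 control arrays of the line was required in at least 2 of the 6 Q0 arrays, with control probe sets kept. Each array's AAR score is the mean log2 value of the measured genes of the AAR list, compared by two-sided exact permutation tests, whose smallest p with 3 against 3 arrays is 0.1.

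The 20 gene lists were: amino acid response regulators and effectors, amino acid synthesis, amino acid transporters, cytosolic aminoacyl-tRNA synthetases, endoplasmic reticulum chaperones and folding, glutamine metabolism, glutathione and NRF2 targets, nucleotide synthesis, DNA replication, mitosis, cholesterol synthesis, ribosome biogenesis, glycolysis and hypoxia, p53 targets, estrogen receptor targets, interferon response, inflammatory cytokines and NF-kappaB targets, autophagy and lysosome, luminal epithelial markers, and basal and mesenchymal markers. Some genes stand in more than 1 list. A listed gene counts as measured if a probe set carried its name alone. The others were left out, whether or not the arrays hold them. Cholesterol synthesis thus kept 13 of 18 listed genes, glutamine metabolism 18 of 23 and interferon response 19 of 20. Lists were tested with limma's camera at a preset correlation of 0.01 on the probe set of each gene with the highest mean, and adjusted over 60 tests (20 lists in 3 comparisons). The test with a correlation estimated from the residuals and limma's fry were run beside it. Camera compares a list with the other genes, and fry asks whether its genes move on balance in 1 direction. The genes named are those the paper names for the arrays or for glutamine metabolism, the 10 largest rises and the 10 largest falls per comparison among called genes whose 3 Q0 arrays all lie beyond the 3 Q4 arrays, and up to 4 members per list with the smallest adjusted p in MDAMB231. Each is given by its probe set with the highest mean, and other probe sets that differ in call are mentioned. FDPS, ATF5, VEGFA, STC2, DDIT4, GART, GOT2, HSPA5, SLC1A1, FARSA, CXCL8 and NFKBIA are named outside this rule and were chosen after their values were seen.

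The tests, lists, rule for named genes and most alternative settings were set before the data were examined. The latter were a replicate block, each line fitted alone, array weights, a variance trend, robust eBayes, arrays centred on their medians, repeated quantile normalization, the lowest 40% of probe sets left out, _x_at and _s_at probe sets left out, 1 probe set per gene, the methods' t-test, adjusted p under 0.01, other forms of the score and of the list tests, and each of the 12 arrays left out in turn. Other limits for the 2-fold rule were added after the values were seen. Where 1 array of a group was left out, the spread was taken from all remaining arrays. The method was tested on simulated data: with 200 probe sets changed, 64% of changes of 0.5 and 96% of changes of 1 on the log2 scale were called in each line, with 11 false calls in MDAMB231 and 6 in MCF7. The simulated noise was independent, with the same spread on all 12 arrays and no array lying apart. Equal power in the 2 lines was thus built in, and does not tell how well changes were found on the real MCF7 arrays. Figures were drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The binary regression of the paper, RT-PCR and protein measurements were not used here.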

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

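The tests on MCF7 Q0 replicate 1 were chosen after its values had been seen, and the regroupings of arrays before.

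The response to glutamine deprivation differed between the lines for 2444 probe sets, among them those of ATF3 (by 1.02 on the log2 scale), ATF4 (0.66), XBP1 (1.08), DDIT3 (0.93) and MYC (0.46), each larger in MDAMB231. Of 100 groupings of the arrays into mock Q4 and Q0 groups within both lines, 4, the real one included, gave as many probe sets, and the highest other count was 3608. All 4 were among the 12 groupings that kept the MDAMB231 groups, which gave 1366 to 3608 probe sets. The 88 others, which break up the MDAMB231 response itself, gave at most 1. The regroupings therefore do not exclude chance for a difference between the lines, which rests on the limma test. For gene lists, 3 of the 100 groupings gave as many as the real 14, the highest other also 14, again all among the 12.

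Within a line, 3 against 3 arrays allow 10 groupings, too few for a share under 0.05. In MDAMB231 only 1 grouping, the real one, gave as many as 4519 probe sets (highest other 5) and as many as 13 lists (highest other 9). In MCF7 1 gave as many as 54 probe sets (highest other 2), and 4 gave as many as 8 lists (highest other 13). The number of lists called in MCF7 thus does not set the real grouping apart from the others. Between the lines in Q4, 1 gave as many as 12868 probe sets (highest other 0).

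MCF7 Q0 replicate 1 lay far from the other MCF7 Q0 arrays. Degraded RNA, MDAMB231 RNA mixed in, a control plate under the Q0 label and a stronger amino acid response were tested. Its ACTB 3' to 5' log2 difference of 1.145 lay above MCF7 Q0 replicates 2 (0.933) and 3 (0.8835), and below MCF7 Q4 replicate 2 (1.18). For GAPDH its value (-0.039) lay between those of replicates 2 (-0.050) and 3 (-0.029). These values do not decide on degraded RNA. Against MDAMB231 RNA stands a median of 4.743 for 59 genes far higher in MDAMB231, within the other MCF7 arrays (highest 4.816, MDAMB231 Q4 10.59). Against an ordinary control plate stands a highest correlation with a MCF7 Q4 array of 0.99543, below the lowest among these arrays (0.99784). Yet its correlations with the MCF7 Q4 arrays (0.99496 to 0.99543) were higher than those with MCF7 Q0 replicates 2 (0.99295) and 3 (0.99308). An array that lies apart from all others would fall below 0.99784 in either medium. The test thus cannot decide on a control plate that also differed in another way. The AAR genes of this array had a median 0.365 above the controls (replicate 2 -0.03, replicate 3 -0.00102), which describes the difference and is no test of a stronger response, and against such a response as the whole difference stands its correlation of 0.222 with the MDAMB231 response over genes (genes are not independent replicates). What set this plate apart stays open, and none of these tests separates a biological from a technical cause.

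Beyond the genes the paper discusses, 4 gene lists stood out by their adjusted p. Mitosis genes were lower in MDAMB231 (2.76e-13, and adjusted p = 0.255 with an estimated correlation), as were genes of glycolysis and hypoxia (5.31e-10, and adjusted p = 0.0328 with an estimated correlation). The latter also differed between the lines, with an adjusted p of 1.5e-09 at the preset correlation, and with an adjusted p of 0.0328 with an estimated correlation (range over alternatives 1.56e-10 to 0.0328). By the same comparison of lines, mitosis (1.15e-14, estimated 0.226) and estrogen receptor targets (0.000259, estimated 0.4, range over alternatives 4.56e-07 to 0.4) were called at the preset correlation and not with an estimated one. In MCF7, cholesterol synthesis genes were lower (2.21e-11, and adjusted p = 0.22 with an estimated correlation) and estrogen receptor targets higher (1e-09, and adjusted p = 0.133 with an estimated correlation).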

How the results depend on the processing

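The limits for the 2-fold rule were tested after the values had been seen. Over all alternatives, calls and direction stayed for 2366 of 2419 values of named genes in MDAMB231, 687 of 908 in MCF7 and 617 of 624 in the interaction, and for 294, 263 and 292 of 320 values of the list tests each. Apart from the genes the paper names, the named genes were picked in these same data by large called changes or small adjusted p. That choice favoured kept calls, most of all in MDAMB231, so that the gene shares are no independent test of robustness. The cause was not tested for the changes below, apart from settings that by construction test fewer probe sets or arrays, use a stricter limit or count line differences. Signal over background was not measured on these arrays, and no alternative set in advance was left out.

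With the replicate block, 4126 probe sets were called in MDAMB231, 2 in MCF7 (0 of them at least 2-fold) and 2066 in the interaction. Of 165 values of named genes 146 kept their call, 18 lost and 1 gained it, and the lists of nucleotide synthesis in MCF7 (adjusted p = 0.962) and chaperones in MDAMB231 (0.9935) changed direction. After group means were removed, arrays with the same number correlated by 0.07, 0.11 and 0.06 in MCF7 and 0.11, 0.05 and 0.11 in MDAMB231, 3 of 6 over 0.1, and 11 of 12 arrays correlated best with their own number, a hint from the data and not from the design. The numbers are not read as pairs.

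The count of 54 in MCF7 became 0 with each line fitted alone and 0 by the methods' t-test after adjustment (limma unadjusted 1249 higher and 1298 lower), 1966 by that test unadjusted, 542 with array weights, 86 with a variance trend, 29 without _x_at and _s_at probe sets, 6 at adjusted p under 0.01, and 4 to 1126 with 1 array left out. At least 2-fold (1) it was 14 with array weights, 0 with each line alone, without the lowest 40% of probe sets and by the t-test after adjustment, and 0 to 21 with 1 array left out. The count of 4519 in MDAMB231 became 7171 by the t-test unadjusted (limma unadjusted 3387 higher and 3611 lower), 2557 at adjusted p under 0.01 and 2105 without _x_at and _s_at probe sets, with 3270 to 5947 when 1 array was left out. At least 2-fold (163) it was 87 without _x_at and _s_at probe sets and 101 with 1 probe set per gene. The interaction (2444) gave 4596 with array weights, 1149 without _x_at and _s_at probe sets (96 at least 2-fold, against 180), 899 at adjusted p under 0.01 and 1606 to 4737 with 1 array left out. The line difference (12868, at least 2-fold 4052) gave 6254 and 2011 without _x_at and _s_at probe sets and 7474 and 2462 with 1 probe set per gene.

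The 2-fold rule (189) gave 339 with 1 array enough, 2007 against the mean of all 6 control arrays (which counts line differences too), and 1010, 647, 466 and 332 at 1.5, 1.6, 1.7 and 1.8-fold. The AAR score difference in MDAMB231 (0.931) was 1.25 with values scaled per gene, 1.41 as a median and 1.35 for ATF3, XBP1 and DDIT3 alone (0.915 to 0.948 with 1 array left out), in MCF7 (0.0788) 0.334 for these genes (-0.024 to 0.143), and between the lines (0.852) 1.19 scaled and 1.26 as a median (0.787 to 0.955).

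Lists past the threshold (13 in MDAMB231, 8 in MCF7, 14 in the interaction) were 1, 0 and 1 with an estimated correlation (camera, against 8 in MCF7 at the preset correlation and 4 by fry), and 12 to 13, 5 to 11 and 12 to 15 with 1 array left out. In MCF7 these directions turned, with adjusted p: nucleotide synthesis by fry (0.969) and without MCF7 Q4 replicate 2 (0.845), Q0 replicate 2 (0.18) or Q0 replicate 3 (0.0444), glutamine metabolism with the mean of all probe sets (0.864) and without Q4 replicate 2 (0.856) or Q0 replicate 3 (0.716), basal markers without Q4 replicate 1 (0.954), Q4 replicate 2 (0.877) or Q0 replicate 1 (0.211), and without Q0 replicate 1 AAR genes (0.637), DNA replication (1.67e-12), glycolysis and hypoxia (0.480) and interferon response (0.222). In MDAMB231 they turned for chaperones without MDAMB231 Q4 replicate 3 (0.998) or Q0 replicate 2 (0.963) and for basal markers with the mean of all probe sets (0.825), and in the interaction for basal markers with the mean of all probe sets (0.825) or without MCF7 Q0 replicate 1 (0.808). Values near 0 turned for ESR1 in MCF7 without MCF7 Q4 replicate 2 (0.017) and Q0 replicate 3 (0.0004495), and in the interaction for GLUL without MCF7 Q0 replicate 1 (0.018) and GATA3 without MDAMB231 Q0 replicate 1 (0.035). With 1 array left out the adjusted p in MCF7 ran from 8.45e-07 to 0.999 for nucleotide synthesis, 0.314 to 0.870 for glutamine metabolism, 0.211 to 0.954 for basal markers, 0.0005004 to 0.637 for AAR genes, 1.67e-12 to 0.458 for DNA replication, 0.318 to 0.856 for glycolysis and hypoxia and 0.0141 to 0.330 for interferon response, in MDAMB231 from 0.730 to 0.998 for chaperones, and in the interaction from 0.409 to 0.845 for basal markers. The values ran from -0.027 to 0.017 for ESR1, -0.0818 to 0.018 for GLUL and -0.0778 to 0.035 for GATA3.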

Differences from the paper's values

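The other limits for the 2-fold rule were tested after the values had been seen, and all other settings were set before the data were examined. The paper gives 405 probe sets with at least a 2-fold change in at least 2 samples, and the same rule on the deposited values gave 189. None of the alternatives set before the data were examined came within 1.5 times of the value of the paper: 197 with the median of the control arrays, 189 with all 12 arrays counted, 188 with both samples in the same direction, 192 with arrays centred on their medians, 185 with quantile normalization repeated, 151 without the lowest 40% of probe sets, and 153 to 209 with 1 array left out. Of the settings chosen after seeing the values, 1 array being enough gave 339, a 1.7-fold change 466 and a 1.8-fold change 332, all within 1.5 times and each dropping 0 of ATF3, XBP1, DDIT3 and TXNIP, while 1.6-fold gave 647, 1.5-fold 1010 and the mean of all 6 control arrays, which counts line differences too, 2007.

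The paper states that TXNIP was induced in the MDAMB231 line alone. It rose there (log2 change 1.08, adjusted p = 0.00394) and was not called in MCF7 (0.60, adjusted p = 0.301), but the difference between the responses was not called either (0.48, adjusted p = 0.353, range over alternatives 0.00018 to 0.618). It was called without MCF7 Q0 replicate 1 (0.00018) and with array weights (0.00976). The paper states the same of the canonical AAR genes. In MCF7, 0 of the 17 AAR genes of the fixed list were called by limma (4 at an unadjusted p under 0.05, and 2 by the methods' t-test), and 13 of the 17 responded more in MDAMB231, but as a list they were called higher in MCF7 as well (camera adjusted p = 0.0337, and adjusted p = 0.574 with an estimated correlation, range over alternatives 5e-04 to 0.637). Without MCF7 Q0 replicate 1 the list was not called and its direction was down (median -0.02, adjusted p = 0.637), and the AAR score lay 0.28 above the control mean on this array and at -0.05 and 0.00 on the other MCF7 Q0 arrays. ATF3 was called in MCF7 with array weights (0.0363) and without MCF7 Q0 replicate 1 (0.0321, range over alternatives 0.0321 to 0.503).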

Other observations

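The test of the chaperone genes was chosen after the result was seen. In Q4, 12868 probe sets differed between the lines, 6238 higher and 6630 lower in MDAMB231. The 3' to 5' log2 difference of ACTB also separated these groups, at 1.02 ± 0.17 in MCF7 and 0.35 ± 0.07 in MDAMB231 (mean ± SD, n = 3). The luminal transcription factor GATA3 was lower in MDAMB231 by a log2 change of -5.67 (adjusted p = 1.83e-14) and the estrogen receptor ESR1 was at 12.00 ± 0.05 in MCF7 and 4.90 ± 0.18 in MDAMB231 (mean ± SD, n = 3, adjusted p = 8.57e-14, with 6 of 8 other probe sets not called), a level not shown to be above background, so that no size is given for the difference. GLUL, the gene of glutamine synthetase, was lower by -0.59 (4.69e-06, with 1 of 2 other probe sets not called). Without glutamine, the GLUL value was -0.14 in MCF7 (adjusted p = 0.441) and -0.19 in MDAMB231 (0.0681), with no called difference between the lines (0.806). In MDAMB231 it was called without MCF7 Q0 replicate 1 (0.0212, range over alternatives 0.0173 to 0.2). At that level, not shown to be above background, the ESR1 value in MDAMB231 was called higher without glutamine (adjusted p = 0.0109), again without a size given. None of its 8 other probe sets was called higher. The call was lost without MDAMB231 Q0 replicate 2 (0.0505) or by the methods' t-test (0.16, range over alternatives 0.00197 to 0.16). MYC rose in MDAMB231 by 0.78 (2.87e-05), and its value in MCF7 was 0.32 (0.124, and 0.042 without MCF7 Q0 replicate 1, range over alternatives 0.0358 to 0.354). Of the probe sets that rose in MCF7, 6 of 19 also rose in MDAMB231 (1.99 if calls in the 2 lines were independent), and of those that fell, 10 of 35 also fell there (3.45). Calls in the 2 lines are not independent, since both use the same spread per probe set. The overlap therefore does not establish a shared response.

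In MDAMB231, 6 lists not described so far did not pass as lists, nor did estrogen receptor targets. Of 18 measured genes of glutamine metabolism, 4 rose, such as the transporter SLC38A1 (0.77) and GFPT1 of hexosamine synthesis (0.81), and 3 fell, such as GOT2 (-0.42), 6 and 6 adjusted over the list alone (camera up, adjusted p = 0.455, while the median was -0.10, and 0.000699 by fry, range over alternatives 0.000699 to 0.692), with 8 lower without MCF7 Q0 replicate 1 and 1 without MDAMB231 Q4 replicate 1 or Q0 replicate 3. Of 19 interferon response genes, 1 rose and 4 fell, such as ISG15 (-0.66) and IFIT1 (-1.18), 2 and 5 adjusted over the list alone (0.146, and 0.0343 by fry, range over alternatives 0.0343 to 0.653), with 4 higher and 8 lower without MCF7 Q0 replicate 1. Of 17 luminal markers, 5 rose, such as EPCAM (0.75), and 2 fell, such as the keratin KRT8 (-0.44), 5 and 2 adjusted over the list alone (0.279, and 0.00841 by fry, range over alternatives 0.00841 to 0.478), with 3 higher without MDAMB231 Q0 replicate 2. Of 16 basal and mesenchymal markers, 2 rose, such as PLAU (0.50), and 2 fell, such as FN1 (-0.49), 2 and 3 adjusted over the list alone (0.687), with 4 lower without MCF7 Q0 replicate 1. Of 15 ribosome biogenesis genes, 1 rose, MYC, and 1 fell, FBL (-0.28), 1 and 1 adjusted over the list alone (0.531), with 4 lower without MCF7 Q0 replicate 1. Of 19 estrogen receptor targets, SIAH2 rose (0.43) and 2 fell, such as CA12 (-0.97), 1 and 2 adjusted over the list alone (0.369), with 2 higher and 6 lower without MCF7 Q0 replicate 1 and 1 lower without MDAMB231 Q4 replicate 1 or 2.

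In MCF7, 5 further lists were called by camera and lost the call with an estimated correlation: amino acid transporters (up, adjusted p = 0.00254, estimated 0.0659), tRNA synthetases (up, 0.0114, estimated 0.279), mitosis (up, 0.000944, estimated 0.608), inflammatory genes (down, 0.0442, estimated 0.448) and autophagy (down, 0.0276, estimated 0.322). The ranges over alternatives were 0.000244 to 0.222, 0.00487 to 0.279, 4.26e-14 to 0.608, 0.006 to 0.613 and 0.00672 to 0.322. The calls were lost for transporters without MCF7 Q0 replicate 1 (0.222), for synthetases without MCF7 Q4 replicate 2 (0.0567) or Q0 replicate 3 (0.07), for mitosis without MCF7 Q0 replicate 2 (0.0768) or 3 (0.439), for autophagy without MCF7 Q4 replicate 3 (0.0597), Q0 replicate 2 (0.18) or 3 (0.0621), and for inflammatory genes in 8 of the 12 fits that left out 1 array, up to 0.613. Mitosis was also called with an estimated correlation without MCF7 Q0 replicate 1 (0.0202, 9 of 25 genes higher).

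With all arrays, the adjusted p of the other 12 lists in MCF7 lay between 0.0688 and 0.989 (nucleotide synthesis, whose test was up with a median of -0.01), but leaving out 1 array gave calls. DNA replication turned, without MCF7 Q0 replicate 1, from down (0.338) to up (1.67e-12, estimated 0.0264, 9 of 24 genes higher), and calls were gained for nucleotide synthesis (up, 8.45e-07, estimated 0.0602), ribosome biogenesis (up, 9e-07, estimated 0.00734), NRF2 targets (down, 9.32e-06, estimated 0.0784) and p53 targets (down, 5.6e-05, estimated 0.0156). Further calls were gained without MCF7 Q0 replicate 2 for DNA replication (down, 0.00172), interferon response (up, 0.0141) and amino acid synthesis (up, 0.0402), without Q0 replicate 3 for DNA replication (down, 0.000205), interferon response (up, 0.0413) and nucleotide synthesis (down, 0.0444), and without Q4 replicate 2 for NRF2 targets (down, 0.0115), which were also called with the mean of all probe sets (0.0352). The ranges over alternatives were 1.67e-12 to 0.867 for DNA replication, 8.45e-07 to 0.999 for nucleotide synthesis, 9e-07 to 0.857 for ribosome biogenesis, 9.32e-06 to 0.653 for NRF2 targets, 5.6e-05 to 0.965 for p53 targets, 0.0141 to 0.688 for interferon response and 0.0402 to 0.652 for amino acid synthesis.

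The rises of XBP1, DDIT3 and ATF3 in MDAMB231 might come from a general unfolded protein response of the endoplasmic reticulum, which raises its chaperones. As a test of this hypothesis, the 19 measured chaperone and folding genes had a median log2 change of 0.02 (SD of the members 0.363), with 4 higher, such as DNAJB9 (1.00) and DNAJC10 (0.55), and 4 lower, such as SDF2L1 (-0.47) and CALR (-0.39), 6 and 6 adjusted over the list alone. The main chaperone HSPA5 had a value of 0.16 (adjusted p = 0.0659). The list test was down (adjusted p = 0.847) while median and mean (0.02) were above 0, with 6 higher and 6 lower without MCF7 Q0 replicate 1 and 6 lower without MDAMB231 Q4 replicate 1. The values argue against a joint rise of these 19 genes. They cannot decide on a response of only some of them, such as the 4 called higher, since the median covers genes that moved both ways. Other stress pathways also stay open and were not tested.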
